# Lipid starvation and hypoxia synergistically activate *ICAM1* and multiple genes in an Sp1-dependent manner to promote the growth of ovarian cancer

**DOI:** 10.1186/s12943-015-0351-z

**Published:** 2015-04-08

**Authors:** Shiro Koizume, Shin Ito, Yoshiyasu Nakamura, Mitsuyo Yoshihara, Mitsuko Furuya, Roppei Yamada, Etsuko Miyagi, Fumiki Hirahara, Yasuo Takano, Yohei Miyagi

**Keywords:** Hypoxia, Sp1, Lipid starvation, ICAM1, Ovarian cancer

## Abstract

**Background:**

Elucidation of the molecular mechanisms by which cancer cells overcome hypoxia is potentially important for targeted therapy. Complexation of hypoxia-inducible factors (HIFs) with aryl hydrocarbon receptor nuclear translocators can enhance gene expression and initiate cellular responses to hypoxia. However, multiple molecular mechanisms may be required for cancer cells to adapt to diverse microenvironments. We previously demonstrated that a physical interaction between the ubiquitously expressed transcription factor Sp1 and HIF2 is a major cause of *FVII* gene activation in poor prognostic ovarian clear cell carcinoma (CCC) cells under hypoxia. Furthermore, it was found that *FVII* activation is synergistically enhanced when serum-starved cells are cultured under hypoxic conditions. In this study, we investigated whether HIFs and transcription factor Sp1 cooperate to activate multiple genes in CCC cells under conditions of serum starvation and hypoxia (SSH) and then contribute to malignant phenotypes.

**Methods:**

To identify genes activated under hypoxic conditions in an Sp1-dependent manner, we first performed cDNA microarray analyses. We further investigated the molecular mechanisms of synergistic gene activations including the associated serum factors by various experiments such as real-time RT-PCR, western blotting and chromatin immunoprecipitation. The study was further extended to animal experiments to investigate how it contributes to CCC progression *in vivo*.

**Results:**

*ICAM1* is one such gene dramatically induced by SSH and is highly induced by SSH and its synergistic activation involves both the mTOR and autonomously activated TNFα-NFκB axes. We identified long chain fatty acids (LCFA) as a major class of lipids that is associated with albumin, a serum factor responsible for synergistic gene activation under SSH. Furthermore, we found that ICAM1 can be induced *in vivo* to promote tumor growth.

**Conclusion:**

Sp1 and HIFs collaborate to activate genes required for the adaptation of CCC cells to severe microenvironments, such as LCFA starvation and hypoxia. This study highlights the importance of transcriptional regulation under lipid starvation and hypoxia in the promotion of CCC tumor growth.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12943-015-0351-z) contains supplementary material, which is available to authorized users.

## Background

Cancer cells adapt to hypoxic microenvironments using aberrant vasculature to enable tumor growth. Hypoxia-inducible factors (HIFs) 1α and 2α are major transcription factors required for adaptive responses to hypoxia. HIFs in complex with the aryl hydrocarbon receptor nuclear translocator (ARNT) can bind hypoxia response elements (HREs) of target genes, where they act to enhance transcription [1]. This conventional mechanism regulates genes such as *VEGF* and *HO* to improve relatively mild hypoxic conditions [2,3]. However, many tumor types, especially those of pancreatic and cervical origin, are known to experience more severe hypoxic stresses [4].

To respond to dynamic changes in hypoxic conditions combined with variable nutrient, growth factor, and hormone environments, tumor cells employ multiple stress response mechanisms. In addition to HIF signaling, endoplasmic reticulum (ER) stress followed by the unfolded protein response (UPR) is another cellular response involved in adaptation to severe hypoxia [3]. The UPR can stimulate the transcription of additional genes required for tumor survival and growth.

Mammalian target of rapamycin (mTOR) signaling is also important for adaptation of cancer cells to hypoxia. mTOR is a serine/threonine kinase and a regulator of protein expression at the translational level [5]. mTOR is activated via phosphorylation of its serine residues, and its activation regulates levels of cellular nutrients, energy availability, and growth factors [6]. In general, mTOR becomes inactivated in hypoxic tumor tissues. However, it is known that mTOR dysregulation promotes the translation of HIF1 [5] and cooperates in responses to hypoxic conditions, suggesting that the interaction between the HIF- and mTOR-signaling pathways is involved in adaptation to hypoxia.

We previously demonstrated that the *FVII* gene, which encodes blood coagulation factor VII (fVII) [7], can be induced in ovarian clear cell carcinoma (CCC) cells in response to hypoxia [8,9]. Ectopic expression of this pro-coagulant promotes phenotypic changes in cancer cells [8,10]. We also demonstrated that a physical interaction between the ubiquitously expressed transcription factor Sp1 [11] and HIF2 is a major cause of *FVII* activation in CCC cells under hypoxic conditions [12]. Furthermore, *FVII* activation is synergistically enhanced via a UPR-independent pathway when serum-starved cells are cultured under hypoxic conditions, explaining why thrombosis frequently occurs in CCC patients [12]. However, little is known of the mechanisms underlying this synergism.

Ovarian cancer is most the malignant of the gynecological neoplasms [13,14]. CCC in particular is highly resistant to chemotherapy and has a poor prognosis [14]. We hypothesized that genes regulated by the above-described Sp1-dependent mechanism are responsible for adaptive responses to hypoxia with a severity and/or duration that is characteristic of CCC tissues. The aim of this study was to test this hypothesis. We first tested whether multiple genes are activated under hypoxia in an Sp1-dependent manner in CCC cells and whether such transcriptional activations occur synergistically during serum starvation. We further investigated the molecular mechanisms of synergistic gene activation, including regulation by associated serum factors. The study was further extended to investigate *ICAM1* gene expression *in vivo* and its contribution to CCC progression.

## Results

### Sp1 and HIFs cooperate to activate multiple genes under hypoxia

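RNA from OVSAYO cells, a human cell line established from a clear cell carcinoma (CCC) of the ovary, was hybridised to 4 single-colour Agilent whole human genome arrays, all on 1 slide. Each array held the RNA of 1 condition, which were cells transfected with a negative control siRNA (NS-si), cells transfected with siRNA against Sp1 (Sp1-si), and cells of both kinds exposed to 500 μM CoCl_2_, a hypoxia-mimicking agent, for 4 h. The Figure 1 legend gives 24 h of culture between transfection and exposure, whereas the sample labels give 40 h. With 1 array per condition, each ratio is the difference between a pair of arrays and has no replicate check, so no test was run and the number of arrays limits the precision. Each array carried spots for 41000 non-control probes, of which 40736 had 1 spot and 264 had 10 spots. The scanner software had subtracted the background from each spot and removed spatial trends, and the deposited intensities of the arrays were not normalized to each other. Spots well above background numbered 34184 on the NS-si array, 34542 on the Sp1-si array, 34253 on the NS-si → CoCl_2_ array and 33081 on the Sp1-si → CoCl_2_ array. The text of the paper names the array and the company that ran it, but no normalization. Here, the 75th percentile of the log2 signals of each array was subtracted from them, spots flagged as outliers by the scanner software were left out, and the spots of a probe were averaged. The signal at the 75th percentile was 1143 on the NS-si array, 1100 on the Sp1-si array, 977 on the NS-si → CoCl_2_ array and 1287 on the Sp1-si → CoCl_2_ array. Because of these differences, leaving out the scaling raised the median log2 ratio of Sp1-si → CoCl_2_ to NS-si → CoCl_2_ cells by 0.40. A probe was taken as well above background on an array when at least 50% of its spots were. Where a probe passed on only 1 array of a pair, the ratio is given as a lower bound, with the dim side set to the lowest signal well above background on its array or to its own signal, whichever was higher. The spread between the spots of the probes with 10 spots gives the technical error of a ratio. The SD of the log2 ratio of NS-si → CoCl_2_ to NS-si was 0.31 at the median of the dimmest 53 of these probes and 0.029 at the median of the brightest 53, and this spread does not cover differences between cultures.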

To identify genes activated under hypoxic conditions in an Sp1-dependent manner, we first performed cDNA microarray analyses. We used CoCl_2_ treatment under normoxia, as we found previously that *FVII* induction with this hypoxia-mimicking agent is higher than induction observed by maintaining cells in 1% O_2_ [12]. 

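The siRNA against Sp1 lowered the transcript it targets. The SP1 probe with 10 spots (A_23_P366312) had a signal of 553 on the NS-si array and 39.2 on the Sp1-si array, a log2 ratio of -3.77 with an SD between spots of 0.11. With CoCl_2_, the signal was 429 in NS-si cells and 38.7 in Sp1-si cells, a log2 ratio of -3.87. A second SP1 probe (A_23_P53397) gave -3.96 without and -4.30 with CoCl_2_. CoCl_2_ itself changed the 10-spot probe by -0.14 in NS-si cells. Of the alternatives, a normexp background correction of the median signals, chosen after the data were seen, moved these ratios most and gave -2.50 without and -2.64 with CoCl_2_. This correction adds an offset of 50 to every signal, which by itself shrinks the ratios of dim probes.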

A CCC cell line (OVSAYO) was first transfected with Sp1-siRNA (Sp1-si) or negative control siRNA (NS-si) and then cultured with (→CoCl_2_) or without CoCl_2_. Western blotting showed that Sp1 knockdown did not affect HIF induction (Figure 1a). Basal promoter activity of *VEGF* [15] and *HO* [16] genes can be regulated by Sp1. However, the expression ratios of these HRE-dependent genes in CoCl_2_ treated cells vs. non-treated cells were largely unchanged between control cells (NS-si → CoCl_2_ treatment/NS-si) and Sp1-silenced cells (Sp1-si → CoCl_2_ treatment/NS-si and Sp1-si → CoCl_2_ treatment/Sp1-si) (Figure 1b). In contrast, expression of multiple genes in the presence of CoCl_2_ was decreased by Sp1 silencing (Figure 1b and Additional file 1: Table S1). Among them, the *GAPDH* and *TGFB* genes have also been reported to be HRE-dependent [17,18].

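VEGF (VEGFA) is represented by 4 probes and HO (HMOX1) by 1 probe with 10 spots, all well above background on every array. For the VEGFA probe with the highest mean signal (A_24_P12401), the log2 ratio of NS-si → CoCl_2_ to NS-si was 2.34, that of Sp1-si → CoCl_2_ to NS-si was 1.05, and that of Sp1-si → CoCl_2_ to Sp1-si was 2.86. The last ratio exceeds the first by 0.52, against an SD of 0.043 expected from the spots of probes of like signal. Without CoCl_2_, the same probe was lower in Sp1-si than in NS-si cells, with a log2 ratio of -1.81. The other VEGFA probes differed in the size of this gap between the CoCl_2_ ratios of Sp1-si and NS-si cells, which was 0.32 for the probe with 10 spots (A_23_P81805), 0.01 for A_23_P70398 and -0.40 for A_24_P179400, the last of which turned positive without scaling, since that raises every such gap by 0.45. HMOX1 gave log2 ratios of 3.73 for NS-si → CoCl_2_ to NS-si, 3.42 for Sp1-si → CoCl_2_ to NS-si, and 2.75 for Sp1-si → CoCl_2_ to Sp1-si. Its CoCl_2_ ratio was thus lower by a log2 difference of -0.99 in Sp1-si cells, where its level without CoCl_2_ was higher by 0.68. Under CoCl_2_ itself, HMOX1 in Sp1-si cells relative to NS-si cells was at -0.31, which became 0.09 without scaling between the arrays. Leaving out the scaling also moved the gap between the CoCl_2_ ratios most, to 0.98 for VEGFA and -0.53 for HMOX1. Across a list of 30 HRE-dependent hypoxia genes, 28 of which were measured, the median log2 CoCl_2_ ratio was 1.83 in NS-si cells and 2.13 in Sp1-si cells. The median gap between them was 0.39, at percentile 100 of 10000 random gene lists matched on signal. The members ranged in NS-si cells from -1.72 for CA12 to 3.77 for PFKFB4.

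**Figure D1:**
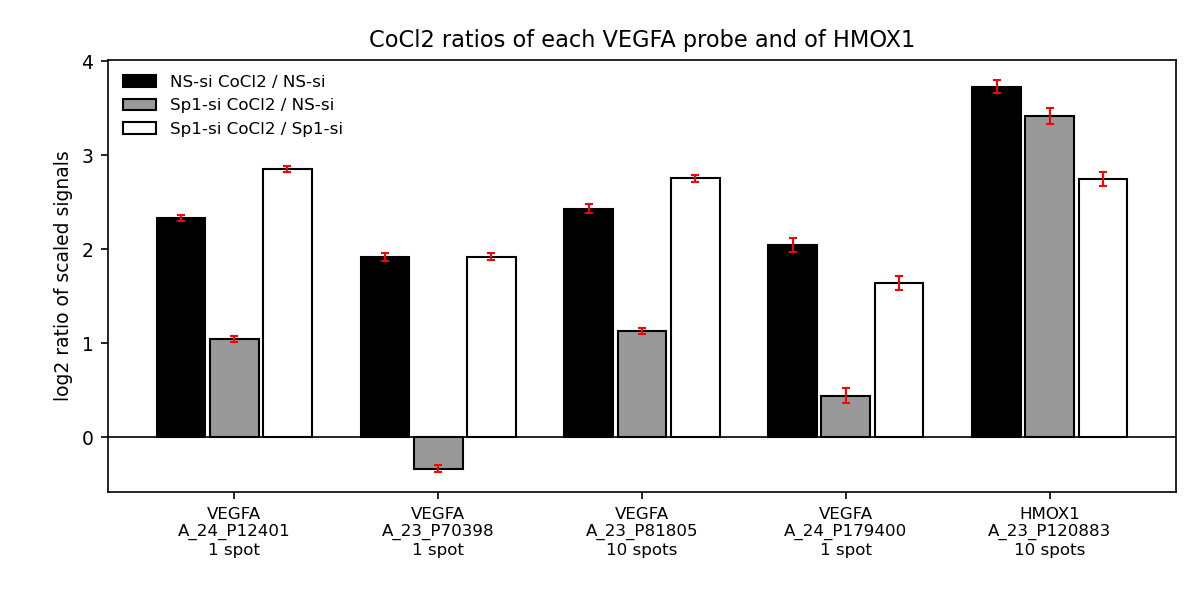
Log2 ratios of scaled signals (vertical axis) for each VEGFA probe and for HMOX1. Bars give NS-si → CoCl_2_ to NS-si (black), Sp1-si → CoCl_2_ to NS-si (grey) and Sp1-si → CoCl_2_ to Sp1-si (white), and error bars the SD between the 10 spots of a probe or, for a probe with 1 spot, the SD typical of 10-spot probes of like signal. The grey bars of the VEGFA probes lie below their black and white bars, from -0.34 to 1.13.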

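In NS-si cells, CoCl_2_ raised 1719 probes by a log2 ratio of at least 1, and in Sp1-si cells 1286 probes, with 686 probes raised in both. Of the probes raised in NS-si cells, 562 were also lower in Sp1-si → CoCl_2_ than in NS-si → CoCl_2_ cells by at least 1 on the log2 scale. With the cells exchanged, 298 probes were raised in Sp1-si cells and lower in NS-si cells. Of the 562 probes, 113 were already lower by at least 1 in Sp1-si cells without CoCl_2_, and for 399 the log2 CoCl_2_ ratio itself was smaller by at least 1 in Sp1-si cells, although many of these have signals not well above background. The 4 VEGFA probes are among the 562 and among the 113. Their log2 ratios of Sp1-si → CoCl_2_ to NS-si → CoCl_2_ ran from -2.25 to -1.29. Without scaling, that of A_24_P12401 was -0.89. Well above background on all 4 arrays were 245 of the 562 probes, against 142 of the 298 with the cells exchanged. Of the 245 probes, 132 had a CoCl_2_ ratio smaller by at least 1 in Sp1-si cells. Another 217 of the 562 probes passed on the NS-si → CoCl_2_ array only. The order of the counts of 562 and 298 depends on the scaling, since without it they were 329 and 674. The same holds for the 1719 and 1286 raised probes, which without scaling were 1131 in NS-si and 2137 in Sp1-si cells. Table S1 contains 226 distinct probes, 79 of them well above background on all 4 arrays. For these 79 probes, the median log2 CoCl_2_ ratio was 1.51 in NS-si cells and 0.32 in Sp1-si cells. The difference between the CoCl_2_ ratios, Sp1-si minus NS-si, had a median of -1.22 and ranged from -3.13 to -0.70, and its median was -0.77 without scaling. Because these probes were selected for low ratios in Sp1-si cells, the sizes are not an independent estimate. Among the other genes of Figure 1b, FGF8 was well above background on the NS-si → CoCl_2_ array only, where it was at least 4.08-fold above its NS-si level and at least 3.33-fold above its Sp1-si → CoCl_2_ level. NKAPL, with a signal of 7.60 there and not well above background elsewhere, was at least 1.2-fold above its NS-si level. IL8 (CXCL8) rose from a signal of 12.7 to 40.0 in NS-si cells, a log2 ratio of 1.88, and by 0.67 in Sp1-si cells, with an SD of 0.31 typical of so dim a probe. Across the 30234 probes well above background on all 4 arrays, the CoCl_2_ ratios in NS-si and Sp1-si cells correlated with r = 0.647, a correlation across probes, which are not independent replicates. The 10 named genes with the most negative difference ran from APOL3 at -4.29 to ATP9A at -2.25 and included JUN, SYN1, MIDN, CD99L2, SEC61A2, ASH1L, GLB1L2 and LRRC2. For APOL3, MIDN, CD99L2, SEC61A2 and ATP9A, the other probes of the gene gave differences between -0.18 and 0.20 only, whereas the other probe of SYN1 gave -1.19 and that of ASH1L -0.54. The most positive differences were those of REXO1 at 3.32, PAX3 at 2.92, SUSD5 at 2.88, HSPA6 at 2.82 and SOX5 at 2.62. Another SOX5 probe (A_23_P87952), well above background on all 4 arrays, gave a difference of 0.145 only. The other PAX3 probes were not well above background on any array. With normexp, chosen after the data were seen, APOL3 was at -1.47 and REXO1 at 0.80. From the lower ratios of the genes in Figure 1b and Table S1 after Sp1 silencing, next to the ratios of VEGF and HO, the paper states that Sp1 silencing decreased the expression of multiple genes in the presence of CoCl_2_ and treats these genes as activated in an Sp1-dependent manner.

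**Figure D2:**
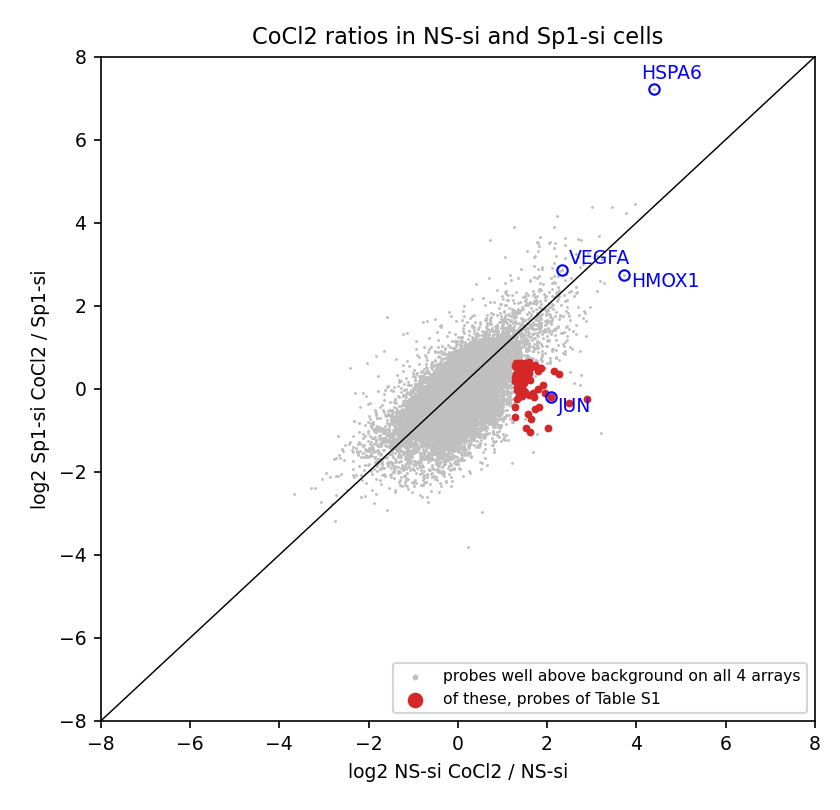
Log2 CoCl_2_ ratio in NS-si cells (horizontal axis) against that in Sp1-si cells (vertical axis) for the 30234 probes well above background on all 4 arrays (grey points), with the 79 of Table S1 among them in red, 4 named genes circled and equal ratios on the diagonal. The red points lie below the diagonal and HSPA6 above it.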

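The GAPDH probe has 10 spots (A_23_P13899) and was well above background on every array, with a signal of 57465 in NS-si cells and 71751 in NS-si → CoCl_2_ cells. Its log2 ratio of NS-si → CoCl_2_ to NS-si was 0.55 with an SD between spots of 0.013. The ratio of Sp1-si → CoCl_2_ to NS-si was 0.63 and that of Sp1-si → CoCl_2_ to Sp1-si was 0.88, so that the CoCl_2_ ratio was not lower in Sp1-si cells. GAPDHS, a separate gene that Table S1 lists, had a signal of 11.2 on the NS-si → CoCl_2_ array and was not well above background on the other 3 arrays. It was at least 1.77-fold above its NS-si level and at least 1.44-fold above its Sp1-si → CoCl_2_ level. Of the TGFB genes, Table S1 lists TGFB2, whose probe A_24_P148261 was dim but well above background on all 4 arrays. Its signal rose from 16.6 in NS-si to 38.6 in NS-si → CoCl_2_ cells, a log2 ratio of 1.44, whereas the ratio of Sp1-si → CoCl_2_ to NS-si was 0.34 and that of Sp1-si → CoCl_2_ to Sp1-si was 0.14. The gap of -1.30 between its CoCl_2_ ratios compares with an SD of 0.48 typical of probes this dim, and normexp on the median signals, chosen after the data were seen, gave -0.67. Under normexp and under the mean over both probes, the ratios of TGFB2 in Sp1-si → CoCl_2_ cells to NS-si and to Sp1-si cells turned negative. A second TGFB2 probe (A_24_P402438) was well above background on the NS-si → CoCl_2_ array only, at least 1.24-fold above its NS-si level. TGFB1 gave log2 CoCl_2_ ratios of 0.22 in NS-si and 0.68 in Sp1-si cells, and TGFB3 gave -0.54 in NS-si and -0.05 in Sp1-si cells. Without scaling, the TGFB1 ratio in NS-si cells became -0.01 and the TGFB3 ratio in Sp1-si cells 0.18.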

**Figure 1:**
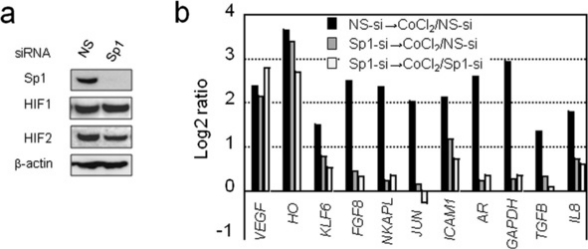
**cDNA microarray analysis of genes activated by CoCl**_**2**_ **stimulation in an Sp1-dependent manner. a)** western blot analysis of lysates from cells transfected with non-specific (NS) or Sp1 siRNA. **b)** log2 ratio of mRNA levels transfected with NS- or Sp1-siRNAs and then cultured for 24 h. Cells were further cultured for an additional 4 h under stimulation with CoCl_2_ (500 μM) or treatment with a vehicle control.

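Of ICAM1, KLF6 and JUN, the last 2 were well above background on all 4 arrays. JUN has a probe with 10 spots (A_23_P201538), and CoCl_2_ raised it by a log2 ratio of 2.1 in NS-si cells, with an SD between spots of 0.021. In Sp1-si cells, its CoCl_2_ ratio was -0.20, and 0.02 without scaling between the arrays. The difference between the CoCl_2_ ratios was -2.30 and stayed between -2.30 and -1.85 under every setting tried. Without CoCl_2_, JUN was higher in Sp1-si than in NS-si cells by 0.34. The KLF6 probe that matches Table S1 (A_24_P69654) rose by 1.59 in NS-si and 0.57 in Sp1-si cells, a difference of -1.02, and the ratio of Sp1-si → CoCl_2_ to NS-si was 0.80. The brightest KLF6 probe (A_23_P63798) rose by 1.14 in NS-si and 0.38 in Sp1-si cells. Of the remaining probes, A_24_P932981 rose by 1.47 in NS-si and 1.16 in Sp1-si cells, and A_24_P252739 fell in both, with log2 ratios of -0.17 in NS-si and -0.36 in Sp1-si cells. The ICAM1 probe has 10 spots (A_23_P153320), of which 0 were well above background in NS-si, 1 in Sp1-si, 2 in NS-si → CoCl_2_ and 1 in Sp1-si → CoCl_2_ cells, so the probe counts as not well above background on any array and no ratio is given for it. One spot had a signal of 18.7 on the NS-si → CoCl_2_ array, where it carries an outlier flag, and the other 9 spots there lay between 4.37 and 8.61. On the scale of the authors' deposited table, the log2 ratio of NS-si → CoCl_2_ to NS-si was 2.13 for that spot and between -0.70 and 0.88 for the other 9, with a median of -0.06.

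**Figure D3:**
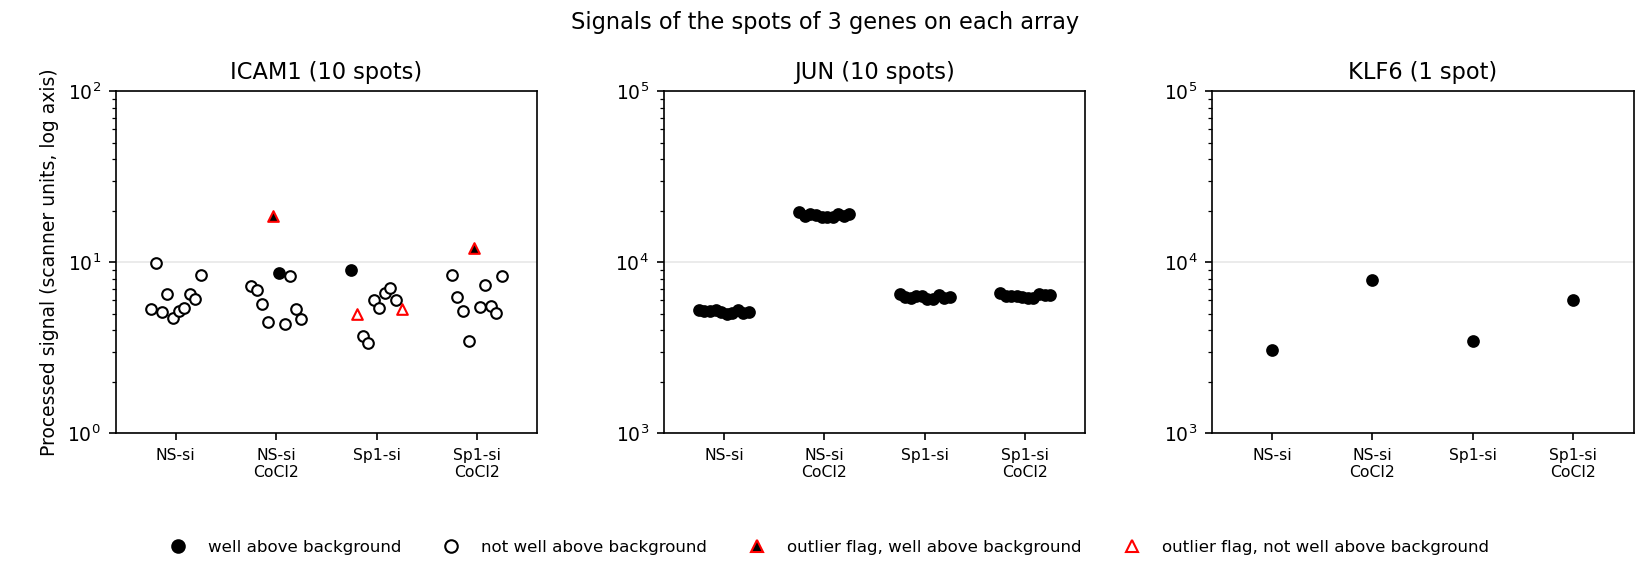
Processed signals (scanner units, log axis) of every spot of the ICAM1, JUN and KLF6 probes on each of the 4 arrays. Filled symbols are spots well above background and red triangles are spots with an outlier flag. The ICAM1 spot at 18.7 stands apart from the other spots of its probe on the NS-si → CoCl_2_ array, whereas the 10 JUN spots lie together.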

We tested whether genes activated in an Sp1-dependent manner were also inducible under real hypoxia (1% O_2_) by focusing on 4 genes (*ICAM1* [19], *KLF6* [20], *JUN* [21], and *AR* [22]; Figure 1b), as their upregulation by direct interactions with HIFs has not been reported and their basal promoter activities are regulated by Sp1. Real-time reverse-transcription polymerase chain reaction (RT-PCR) analysis revealed that *ICAM1*, *KLF6*, and *JUN* genes were weakly upregulated under hypoxia and in the presence of fetal calf serum (FCS) (Figure 2a, FCS+ H) compared with normoxic conditions (Figure 2a, FCS+ N). RT-PCR results also showed that siRNA-mediated knockdown of HIFs, particularly HIF1, impaired hypoxic induction of these genes (Figure 2b). We confirmed by chromatin immunoprecipitation (ChIP) that Sp1 and HIFs bind authentic promoter regions of these 3 genes in OVSAYO cells (Additional file 2: Figure S1a). Furthermore, luciferase reporter gene analysis revealed that the expression of HIFs can activate the *ICAM1* promoter more efficiently than the *KLF6* and *JUN* promoters (Figure 2c and d). Unlike knockdown experiments targeting endogenous genes, the effect on *ICAM1* promoter activation was predominant for HIF2. Further experiments demonstrated that activation of the *ICAM1* promoter by HIF2 is impaired when a known Sp1 binding site is mutated (Figure 2c and e). ChIP assay results showed that ARNT weakly bound to the *ICAM1* promoter region, but this binding was not enhanced in response to CoCl_2_ treatment (Figure 3a and b). However, HIF2 became bind the promoter region by CoCl_2_ exposure (Figure 3c). As expected, ARNT was found to bind the *VEGF*-HRE region in response to CoCl_2_ treatment (Figure 3a).

**Figure 2:**
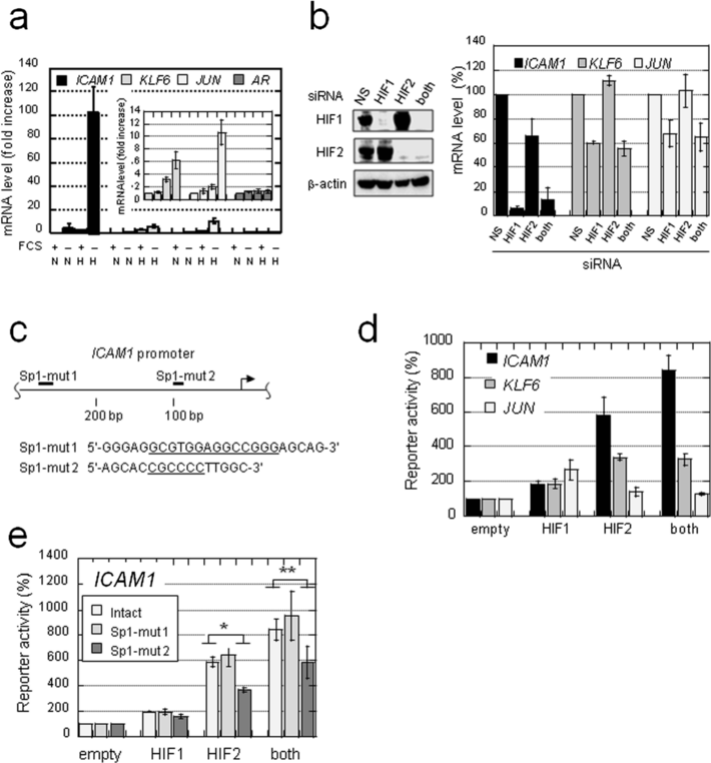
**Sp1 and HIFs contribute to the synergistic activation of multiple genes in OVSAYO cells under SSH. a)** Synergistic activation of genes under SSH. N and H indicate normoxia (20% O_2_ for 16 h) and hypoxia (1% O_2_ for 16 h), respectively. Data shown represent the mean (n = 3) ± SD. **b)** Activation of multiple genes under hypoxia is dependent on HIFs. Western blotting is also shown for HIFs. Data shown are the mean (n = 3) ± SD. **c)** The *ICAM1* promoter region and predicted Sp1 binding sites (ref. 19). PCR-amplicons generated in the reporter gene assay are shown in Additional file 2: Figure S1a. Bold bars: mutated sites (Sp1-mut 1 and 2); underlined nucleotide sequences: regions deleted by mutagenesis. **d, e)** Luciferase reporter gene assay. Plasmids were co-transfected with the indicated vectors, and luciferase activities were measured at 24 h post-transfection. Luciferase activities measured in cells transfected with the empty vector were defined as 100%. Data shown are the mean (n = 3) ± SD. *P = 0.0018; **P = 0.075.

**Figure 3:**
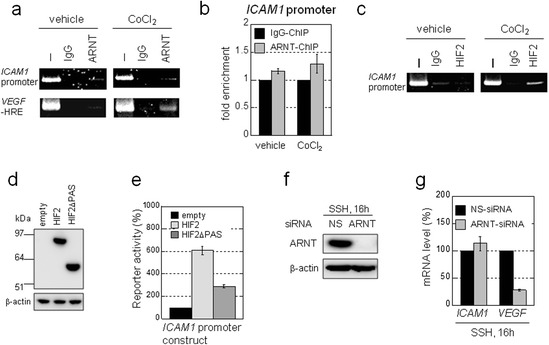
**Synergistic activation of the** ***ICAM1*** **gene is independent of ARNT. a)** ChIP analysis of ARNT binding to gene regulatory regions of the indicated genes. Cells were cultured for 4 h under stimulation with CoCl_2_ (500 μM) or treatment with a vehicle control. I: Input control lysate without immunoprecipitation. IgG: negative control using IgG. **b)** Results in a) were quantitatively estimated by real-time PCR analysis. **c)** ChIP analysis of HIF2 binding to the *ICAM1* promoter region. Cells were treated as in a). **d)** The *ICAM1* promoter construct (Figure 2e) was co-transfected with the indicated expression vectors. After 24 h, expression of indicated proteins was confirmed by western blotting. **e)** Luciferase activities were measured at 24 h post-transfection. Luciferase activities measured in cells transfected with the empty vector were defined as 100%. Data shown are the mean (n = 3) ± SD. **f)** Western blot analysis of lysates from OVSAYO cells transfected with non-specific (NS) or ARNT siRNA and then cultured under SSH for an additional 16 h. **g)** Real-time RT-PCR analysis of *ICAM1* and *VEGF* gene expressions in OVSAYO cells transfected with NS or ARNT siRNA and then cultured under SSH conditions for an additional 16 h. Data shown are the mean (n = 3) ± SD.

Previously, we demonstrated that the PAS domains of HIF2 are required for its association with Sp1 [12]. Thus, here we tested whether the PAS domains are important for activation of the *ICAM1* promoter by HIF2. Luciferase reporter gene analysis revealed that HIF2-driven activation of the *ICAM1* promoter was largely impaired when the domain-deleted HIF2 mutant (HIF2ΔPAS; 351–870 construct; ref. 12) was expressed instead of the full-length HIF2 (Figure 3d and e). Collectively, these results demonstrate that Sp1 and HIF2 can cooperate to mediate *ICAM1* induction in a HRE-independent manner.

### Sp1-dependent gene activation under hypoxia is synergistically enhanced by serum deprivation

Serum starvation is a crucial component of ischemia [23]. Hence, we next tested whether Sp1-dependent activation of the selected genes is enhanced under serum starvation and hypoxia (SSH), as in the case of *FVII* [12]. We found that *ICAM1*, *KLF6*, and *JUN*, but not *AR*, are synergistically activated under SSH. Notably, *ICAM1* expression was dramatically induced (Figure 2a, FCS– H). This robust expression under SSH may be characteristic of CCC cells as this was also true in an additional CCC cell line, OVISE (Additional file 2: Figure S1b). Other ovarian cancer cells of different histological origin did not exhibit such highly synergistic activation of genes (data not shown). We found that the synergistic *ICAM1* gene induction was decreased by Sp1 knockdown at mRNA (Additional file 2: Figure S2a) and protein (Additional file 2: Figure S2b) levels. This Sp1 dependence was also confirmed for *KLF6* and *JUN* induction, although such SSH-specific effects were not observed for *VEGF* expression (Additional file 2: Figure S2a).

The synergism involved in *ICAM1* induction was evident. It has been reported that overexpression of ICAM1 protein correlates with cancer prognosis [24]. Thus, we focused our study primarily on this gene. We found that synergistic *ICAM1* expression was decreased by silencing HIFs (Additional file 2: Figure S2c). However, unlike in hypoxic conditions with serum stimulation, both HIF1 and HIF2 contributed equally to synergistic *ICAM1* induction. Moreover, real-time RT-PCR analysis revealed that synergistic activation of the *ICAM1* gene under SSH conditions is not affected by ARNT knockdown, while *VEGF* expression was largely diminished (Figure 3f and g). These results demonstrate that *ICAM1* gene induction under SSH can be mediated *via* ARNT-independent interactions between Sp1 and HIFs within the gene promoter region.

### UPR does not contribute to synergistic *ICAM1* activation

A UPR marker CHOP is induced in OVSAYO cells cultured under SSH (Additional file 2: Figure S3a). Thus, we tested whether expression of the *ICAM1* gene under hypoxia with or without FCS treatment was enhanced by simultaneous treatment with the UPR-inducing agent, tunicamycin (Tun). Tun induced CHOP under hypoxia with or without FCS (Additional file 2: Figure S3b and c) and suppressed *ICAM1* expression (Additional file 2: Figure S3d and e). The expression levels of Sp1 and HIFs were not significantly altered (Additional file 2: Figure S3b), suggesting that the synergistic activation is not mediated by the UPR, as is the case with *FVII* [12].

### mTOR is involved in synergistic gene activation under SSH

Western blotting showed that mTOR activation was suppressed in OVSAYO cells cultured under SSH, as phosphorylation at Ser2448 was decreased compared that observed under non-SSH conditions (Figure 4a). We next tested the requirement of mTOR for synergistic gene activation, as the active mTOR fraction remaining may function under SSH. Real-time RT-PCR revealed that *ICAM1* activation under SSH conditions in OVSAYO cells was diminished by treatment with the mTOR inhibitor rapamycin (Rap), which predominantly inhibits mTORC1 [5] (Figure 4b). The expression of HIFs was not influenced by Rap treatment (Figure 4c), suggesting that the effect of Rap is not due to translational inhibition of HIFs. We also confirmed that synergistic *ICAM1* activation was decreased by mTOR silencing at mRNA and protein levels (Figure 4d and e). Notably, unlike Rap treatment, HIF2 under SSH (but not HIF1) was downregulated when mTOR was silenced (Figure 4e), implying that mTORC2 is responsible for HIF2 translation [6]. However, this decrease was not responsible for inhibition of synergistic *ICAM1* activation, as reduction of HIF2 levels was also seen in cells cultured with FCS (Figure 4e).

**Figure 4:**
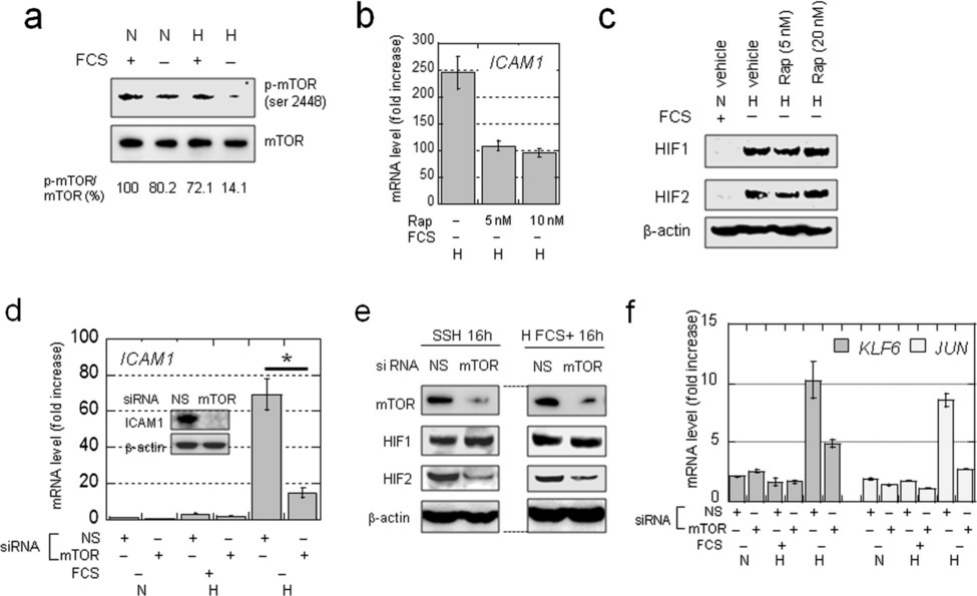
**Involvement of mTOR in the synergistic activation of** ***ICAM1*** **. a)** Western blot analysis of mTOR phosphorylation levels in OVSAYO cells cultured under the indicated conditions for 16 h. The phosphorylation levels shown were based on band intensity quantification using ImageJ software. **b)** Effect of rapamycin on the synergistic activation of *ICAM1* in cells cultured under SSH for 16 h. Data shown are the mean (n = 2) ± SD. **c)** Western blot analysis of HIF expression in OVSAYO cells cultured under SSH for 16 h in the presence or absence of rapamycin. **d)** Effect of mTOR on the synergistic *ICAM1* activation in OVSAYO cells transfected with siRNAs. Data shown are the mean (n = 3) ± SD. *P = 0.019, compared with the vehicle control. Inset: western blot analysis of ICAM1 expression in cells transfected with the indicated siRNAs and cultured under SSH for 24 h. **e)** Effects of mTOR on the expression levels of HIFs in OVSAYO cells cultured as indicated. **f)** Effects of mTOR on mRNA levels of *KLF6* and *JUN* in OVSAYO cells. Cells were transfected with siRNAs as indicted and cultured for 24 h. Cells were further cultured as indicated for 16 h. Data shown are the mean (n = 2) ± SD.

We tested the effect of mTOR on the synergistic activation of other genes. Real-time RT-PCR revealed that *KLF6* and *JUN* induction was also repressed by mTOR silencing under SSH (Figure 4f). Furthermore, Sp1 levels in OVSAYO cells were not significantly affected by changes in the culture conditions (Additional file 2: Figure S4a). Thus, the effect of mTOR is independent of HIFs and Sp1 levels.

### Activation of NFκB is crucial for synergistic *ICAM1* induction

NFκB is activated during inflammation, hypoxia, and irradiation and induces the expression of a variety of genes, including *ICAM1* [19,25-28]. Moreover, NFκB enhances HIF1 expression at the transcriptional level [29]. However, it is unclear whether NFκB contributes to the unusual synergism of *ICAM1* activation under SSH. We found that the RelA subunit of NFκB became highly phosphorylated under SSH in association with SSH-specific ICAM1 induction (Figure 5a). Western blotting of cytoplasmic and nuclear fractions revealed that RelA was translocated from the cytoplasm to the nucleus under SSH, subsequent to the expression of HIFs (Additional file 2: Figure S4a). ChIP assays demonstrated that NFκB binding to the *ICAM1* promoter (Figure 5b) is highest under SSH (Figure 5c), and real-time RT-PCR revealed that *ICAM1* expression at mRNA and protein levels under SSH was markedly decreased by RelA knockdown (Figure 5d). The relative expression pattern of HIFs can be changed by RelA silencing (Figure 5e). Thus, NFκB may influence *ICAM1* expression through altered HIF expression pattern. In contrast, experiments with the same RNA samples showed that *KLF6* and *JUN* expression under SSH was not influenced by RelA silencing (Additional file 2: Figure S4b).

**Figure 5:**
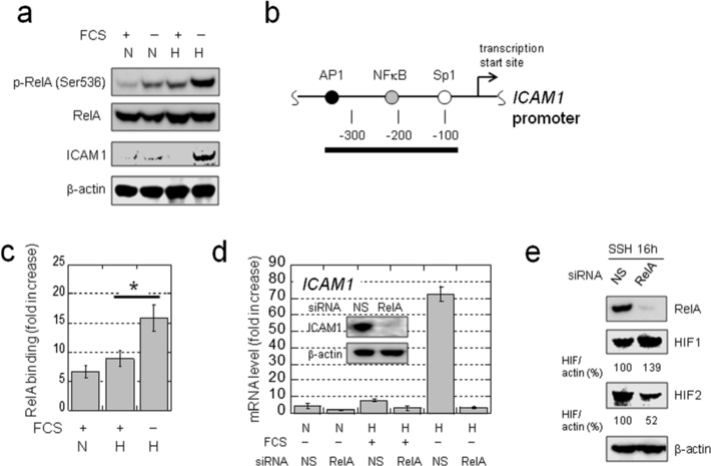
**NFκB activation is essential for synergistic** ***ICAM1*** **activation in OVSAYO cells. a)** Western blot analysis of phospho-RelA (Ser536) or total RelA expression following ICAM1 induction in cells cultured under the indicated conditions for 16 h. N and H indicate normoxia (20% O_2_) and hypoxia (1% O_2_), respectively. **b)** Diagram of the *ICAM1* promoter region and the positions of the Sp1, NFκB, and AP1 binding sites. A black bar indicates the PCR amplicon for the ChIP assay. **c)** Quantitative ChIP analysis of RelA binding to the *ICAM1* promoter region by real-time PCR, using cells cultured for 16 h under the indicated conditions. RelA binding levels are represented as fold-increases relative to negative control experiments using IgG. Data shown are the mean (n = 3) ± SD. *P = 0.02. **d)** Effect of RelA on synergistic *ICAM1* activation in cells cultured for 16 h under the indicated conditions. Data are the mean (n = 3) ± SD. Inset: western blot analysis of ICAM1 expression in cells transfected with indicated siRNAs and cultured under SSH for 24 h. **e)** Western blotting against RelA and HIFs in lysates from cells transfected with the indicated siRNAs. HIF levels shown are based on band intensities quantified using ImageJ software.

### NFκB activation under SSH involves autonomous TNFα production

We next investigated the mechanisms involved in NFκB activation under SSH. We first evaluated the effect of mTOR, as synergistic *ICAM1* activation is partly dependent upon this kinase activity. Western blotting showed that RelA phosphorylation under SSH was decreased by mTOR knockdown (Figure 6a). In contrast, phosphorylation levels under hypoxia with concurrent FCS treatment were not influenced by mTOR knockdown (Figure 6a), suggesting that mTOR associates with NFκB activity under SSH.

**Figure 6:**
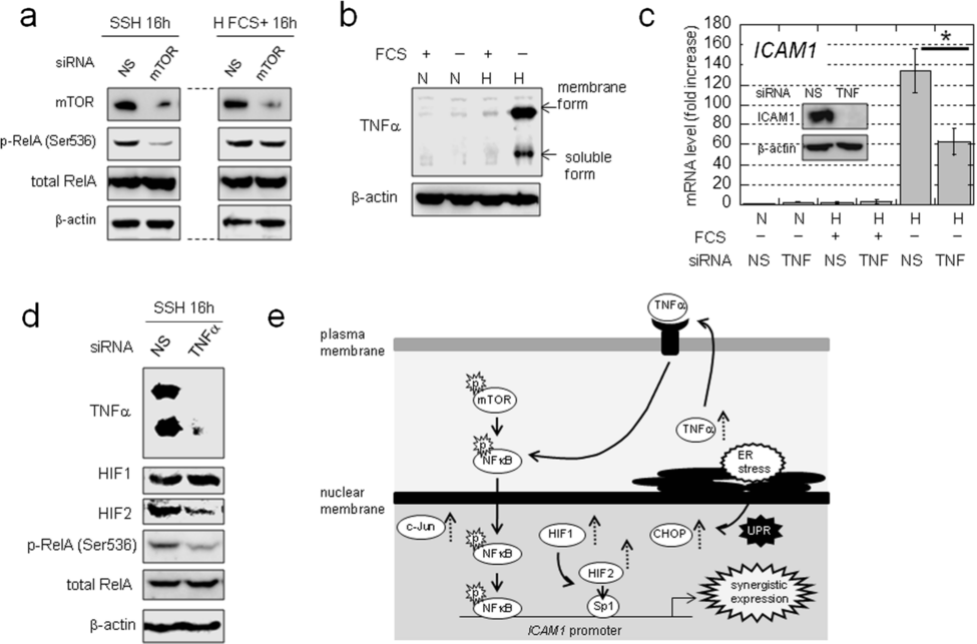
**NFκB activation is associated with mTOR and autonomously-produced TNFα. a)** Effect of mTOR on RelA activation in OVSAYO cells cultured under hypoxia. **b)** TNFα production in OVSAYO cells cultured under SSH for 24 h. **c)** Effect of TNFα on synergistic *ICAM1* activation in cells transfected with siRNAs, as indicated. Data shown are the mean (n = 3) ± SD. *P = 0.018. Inset: western blot analysis of ICAM1 expression in cells transfected with the indicated siRNAs and cultured under SSH for 24 h. **d)** Effect of TNFα on RelA activation under SSH in OVSAYO cells. **e)** Model of *ICAM1* induction under SSH. Solid arrows, dashed arrows, and “p”s with bursts are indicative of the activation process, protein induction, and active (phosphorylated) states, respectively.

To explore the mechanisms of NFκB activation, we performed cDNA microarray analysis of genes synergistically activated under SSH. We found the ratio of genes with increased expression under SSH to that observed under normoxia with FCS was > 3, while this ratio was < 2 when comparing gene induction under normoxia without FCS and hypoxia with FCS (Additional file 2: Figure S4c and Additional file 3: Table S2). To identify potential mechanisms for these observations, we performed pathway analyses of these genes using the Kyoto Encyclopedia of Genes and Genomes database. We found that in addition to *ICAM1*, tumor necrosis factor-α (TNFα) is synergistically upregulated under SSH (Additional file 2: Figure S4d) and could potentially activate NFκB. We found that TNFα protein levels were low under normoxia and hypoxia with FCS stimulation, but were robustly increased in OVSAYO cells cultured under SSH (Figure 6b).

Exposure to exogenous TNFα can induce *ICAM1* in cancer cells [27,30]. However, it is unclear how self-produced TNFα affects SSH-specific gene activation in CCC cells. Thus, we examined the effect of autonomously produced TNFα on the synergistic activation of *ICAM1* in OVSAYO cells by real-time RT-PCR. Synergistic *ICAM1* activation was reduced (Figure 6c) in OVSAYO cells in which TNFα expression was completely blocked by RNAi (Figure 6d). Notably, RelA phosphorylation levels under SSH were reduced by TNFα knockdown (Figure 6d), although phosphorylation under hypoxia plus FCS stimulation was not (Additional file 2: Figure S4e). The amount of HIF2 (but not HIF1) induced by SSH or hypoxia plus FCS was decreased by TNFα silencing (Figure 6d and Additional file 2: Figure S4e). Taken together, these data indicate that mTOR expression may correlate with TNFα under SSH.

We additionally tested whether synergistically induced c-Jun expression contributes to the robust expression of ICAM1, as c-Jun can regulate the *ICAM1* promoter (Additional file 2: Figure S5a). Various experiments demonstrated that c-Jun does not contribute to synergistic *ICAM1* activation (Additional file 2: Figure S5). Thus, we can summarize *ICAM1* induction under SSH, based on mechanisms described above (Figure 6e).

### Serum factors responsible for synergistic gene activation

An unanswered question is the identity of serum factors that are responsible for synergistic gene activation. We initially found that the addition of growth factors does not suppress synergistic *ICAM1* activation (data not shown). Thus, we tested whether synergistic *ICAM1* induction could be repressed by the addition of albumin to serum-free culture media, as albumin is the most abundant human plasma protein and plays multiple roles in regulating blood functions [31]. We used an albumin concentration of 44 μM, which corresponds to protein level found in culture medium (2.9 mg/ml) with 10% FCS. We observed by real-time RT-PCR that *ICAM1* mRNA levels under SSH were dramatically reduced in cells cultured with bovine serum albumin compared with those found without albumin (data not shown). We repeated these experiments with human albumin of differing purities. Quantitative RT-PCR results revealed that synergistic *ICAM1* activation was markedly decreased in cells cultured with low purity (LP) albumin (Figure 7a). However, *ICAM1* induction in cells cultured with highly purified (HP) albumin did not decrease compared with the vehicle control (Figure 7a). This albumin-dependent *ICAM1* induction was also observed by RT-PCR using reduced-albumin (red-alb) serum (Additional file 2: Figure S6a and Figure 7b). However, parallel expression differences were not observed for *VEGF* (Figure 7b). These results suggested that LP-albumin contains serum factors responsible for suppression of the synergistic *ICAM1* activation. We further showed that synergistic activation of the *KLF6* and *JUN* genes exhibits a similar expression pattern in response to red-alb serum (Additional file 2: Figure S6b).

**Figure 7:**
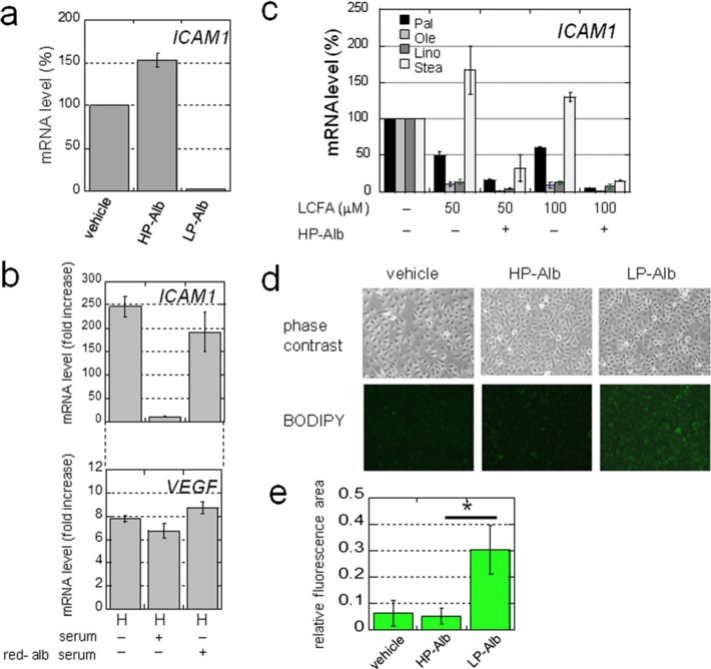
**LCFAs are responsible for the synergistic activation of** ***ICAM1*** **. a)** mRNA levels of *ICAM1* in OVSAYO cells cultured under SSH for 16 h with HP- or LP-Alb. Data shown are the mean (n = 2) ± SD. **b)** *ICAM1* and *VEGF* mRNA expression levels in cells cultured with 1% serum for 16 h. N, normoxia (20% O_2_); H, hypoxia (1% O_2_). Data shown are the mean (n = 3) ± SD. **c)** *ICAM1* expression in cells cultured as in **a)** in the presence or absence of HP-Alb and various LCFAs. Data shown are the mean (n = 2) ± SD. **d)** Staining of neutral lipids in OVSAYO cells cultured as in **a)** with or without albumin. **e)** Quantitative representation of **d)**. Fluorescence areas were quantified using ImageJ software. Data shown are the mean (n = 6) ± SD. *P = 0.0002.

### Long chain fatty acids are responsible for the suppression of synergistic gene activation under SSH

Plasma albumin binds multiple molecules including nutrients, hormones, and metabolites [31,32]. We next examined the effect of long chain fatty acids (LCFAs) on synergistic *ICAM1* activation as the HP-albumin used in this study is devoid of fatty-acids. Real-time RT-PCR analysis revealed that a physiological concentration of unsaturated LCFAs [33] (oleic and linoleic acids) largely suppressed *ICAM1* induction under SSH in OVSAYO cells (Figure 7c). This decrease was further enhanced in the presence of HP-albumin (Figure 7c). Weak or no suppression of *ICAM1* expression was observed after exposing cells to physiological levels of saturated LCFAs (palmitic and stearic acids) alone (Figure 7c). However, *ICAM1* induction was considerably suppressed when cells were simultaneously cultured with these LCFAs and HP-albumin.

We next determined the effect of LP- and HP-albumin treatment on lipid levels in cells cultured under SSH as LCFA uptake results in cytoplasmic lipid droplet accumulation in cancer cells [34]. To examine the cellular neutral lipid levels, cells were cultured in serum-free medium in the presence or absence of LP- and HP-albumin, and then stained with a neutral lipid marker, the BODIPY fluorescent dye [34]. We detected stronger BODIPY fluorescence when cells were cultured with LP-albumin (Figure 7d and e), suggesting that cells are starved of neutral lipids when cultured without LCFA. This conclusion is supported by the detection of upregulated of enhanced fatty acid synthase (Additional file 2: Figure S6c), as expression of this enzyme is increased in response to cellular lipid deficiency [35].

### Effect of ICAM1 on CCC cell phenotype

ICAM1 expression within poorly vascularized necrotic regions was observed in clinical CCC samples (Additional file 2: Figure S7). Thus, we next examined whether ICAM1 confers a survival advantage to ovarian cancer cells under SSH. Cloned OVISE cells stably transfected with scrambled control (Scr-) or ICAM1-shRNA were prepared. The loss of ICAM1 induction in OVISE cells under SSH was confirmed by western blotting (Figure 8a). We found that the viability of ICAM1-silenced cells under SSH was more significantly reduced compared to control shRNA cells (Figure 8b and c). Similar results were obtained in experiments using cell clones derived from OVSAYO cells (Additional file 2: Figure S8). Thus, ICAM1 confers a survival advantage to CCC cells exposed to SSH.

**Figure 8:**
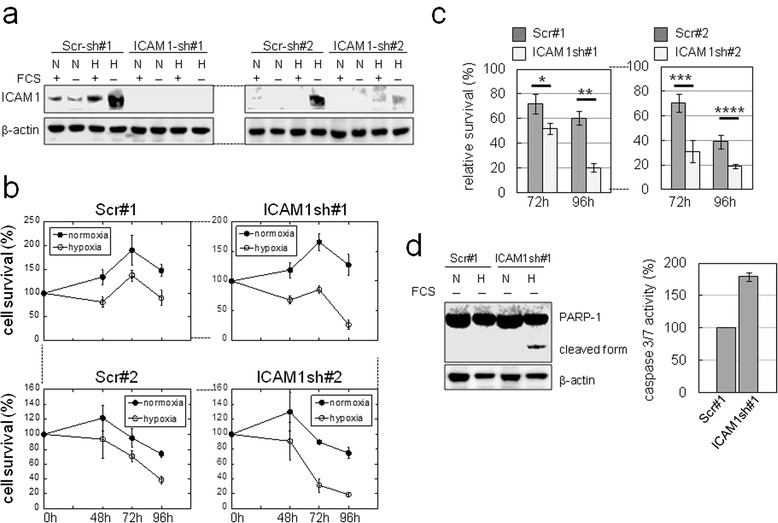
**ICAM1 confers a survival advantage to CCC cells. a)** Western blot analysis of ICAM1 expression in OVISE cells transfected with shRNAs. N, normoxia for 24 h; H, 1% O_2_ for 24 h. **b)** MTS assays revealed the viability of OVISE cells cultured under serum-free conditions. **c)** Relative survival rates of OVISE cells cultured as in **b)**. The viabilities of cells cultured under SSH (estimated as in **b)** were normalized to viability rates observed with cells cultured under normoxia without FCS. Data shown are the mean (n = 3) ± SD. *P = 0.036; **P = 0.001; ***P = 0.009; ****P = 0.007. **d)** Left: western blot of PARP-1 in OVISE cells. N, normoxia for 72 h; H, 1% O_2_ for 72 h. Right: caspase activities in OVISE cells cultured under SSH for 96 h.

We performed western blot analysis of PARP-1 expression to ascertain whether ICAM1 can inhibit apoptotic cell death. We detected the cleaved form of PARP-1 only in ICAM1-shRNA-transfected OVISE cells cultured under SSH (Figure 8d). We next examined caspase activities in shRNA-transfected cells cultured under the same SSH conditions. We found that the activities of caspases-3 and -7 were elevated in ICAM1-shRNA-transfected cells compared with control shRNA cells (Figure 8d). These results suggested that ICAM1 confers an anti-apoptotic effect under SSH.

### ICAM1 is induced *in vivo* and confers tumor growth advantage

Some studies have shown that ICAM1 expression impairs progression of non-CCC ovarian cancers [30,36]. Thus, we further explored whether ICAM1 is induced *in vivo* and if so, how ICAM1 expression affects tumor growth. We first examined the proliferation of OVISE cells stably transfected with Scr-shRNAs (Scr#1 and #2) or ICAM1 shRNAs (ICAM1#1 and #2) under normoxia plus FCS stimulation and confirmed that ICAM1 knockdown caused no significant effects (Additional file 2: Figure S9a). We next subcutaneously injected Scr- and ICAM1-shRNA transfected cells into NOD-SCID mice (Figure 9a) and monitored subsequent tumor growths. We found that the growth of xenograft tumors derived from ICAM1-shRNA-transfected cells was inhibited compared with that of control cells (Figure 9b). Western blotting showed that ICAM1 levels in control tumors were higher than those of tumors with ICAM1-shRNA (Additional file 2: Figure S9b).

**Figure 9:**
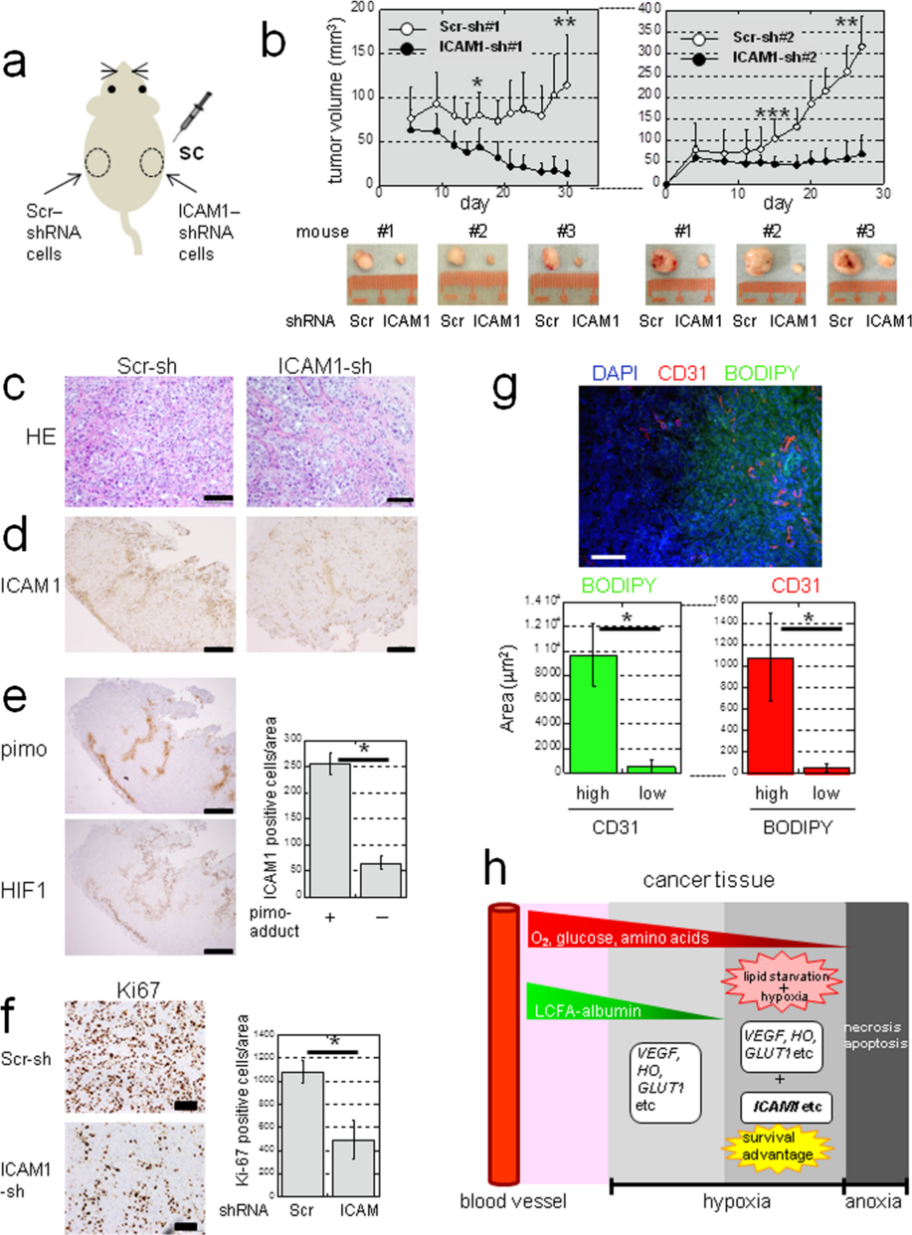
**ICAM1 is inducible** ***in vivo*** **and confers a growth advantage to CCC tumors. a)** Sites where NOD-SCID mice were injected with cells expressing Scr-shRNA (#1 or #2) or ICAM1-shRNA (#1 or #2). **b)** Tumor volumes in mice injected with Scr-shRNA #1 or ICAM1-shRNA #1 (n = 9) or Scr-shRNA #2 or ICAM1 shRNA #2 (n = 10). *P = 0.0006; **P < 0.0001; ***P = 0.002. **c)** H&E staining (scale bar: 100 μm). Immunohistochemistry of ICAM1 **d)** Pimo-adduct and HIF1 **e)**. Quantitation of ICAM1-positive cells within pimo (+) or (−) areas (n = 8). *P < 0.0001. Scale bar: 500 μm. **f)** Immunohistochemistry of Ki67. Scale bar: 100 μm. Quantitation of Ki67 positive cells is shown (n = 8). *P < 0.0001. **g)** Lipid staining using frozen sections of tumor tissue. Immunofluorescence of CD31 was also performed for vessels. Scale bar: 100 μm. The relationship between neutral lipid staining with BODIPY and CD31 positivity was quantified (n = 10). *P < 0.0001. **h)** Hypothetical model of lipid starvation and hypoxia associated with induction of genes of different categories in tumor tissues. Diffusion of LCFAs associated with high molecular weight albumin from the blood stream is limited compared to that of smaller molecules (O_2_, glucose, and amino acids). Unlike (*VEGF*), (*HO*) and (*GLUT1*) genes, Sp1-dependent genes such as *ICAM1* may be efficiently up-regulated only under hypoxia with a limited LCFA supply, resulting in a survival advantage of cancer cells to such a severe microenvironment.

Hematoxylin and eosin (H&E) staining revealed tumor tissues with typical CCC histological patterns of clear cytoplasmic and dark nuclear staining (Figure 9c). Immunohistochemistry (IHC) revealed that ICAM1 staining was stronger in control tumors than in ICAM1-silenced tumors (Figure 9d). IHC using antibodies against pimonidazole-adducts (a severe hypoxia marker, hereafter referred to as pimo-adducts) and a milder hypoxia marker (HIF1 and HIF2) revealed that the cell surface-staining pattern of ICAM1 expression (Figure 9d, e, and Additional file 2: Figure S10a) was clearly stronger within severely hypoxic areas (Figure 9e). *In situ* hybridization experiments provided further evidence of ICAM1 mRNA induction within severely hypoxic regions of the control tumors (Additional file 2: Figure S10b). However, *ICAM1* transcripts were not detected within ICAM1-silenced tumors, although these tumor tissues were also hypoxic (Additional file 2: Figure S10c).

IHC staining further revealed that the number of Ki67-positive cells within control tumors was greater than that in ICAM1-silenced tumors (Figure 9f). However, Ki67-positive cells were poorly detected within ICAM1-positive areas within tumor tissues (Additional file 2: Figure S10d and e), suggesting that ICAM1 indirectly contributes to tumor growth possibly by enhancing the viability of cells.

Lipid and vessel staining revealed that tissue lipid levels were lower in vessel-poor regions in ICAM1-positive xenograft tumor tissues (Figure 9g and Additional file 2: Figure S11a), suggesting a directly proportional correlation between lipid contents and vessel densities. Immunofluorescence staining further showed that ICAM1 was strongly expressed within tissues in severely hypoxic regions (Additional file 2: Figure S11b).

## Discussion

Here, we demonstrated that Sp1 mediates the activation of multiple genes in cooperation with HIFs. This transcriptional activation is synergistically enhanced under SSH, in contrast to the activation of authentic HIF-dependent genes. We further showed that an insufficient supply of LCFAs can lead to synergistic gene activation. The ICAM1 protein is dramatically induced by this mechanism and is critical for tumor growth *in vivo*, thus indicating a novel mechanism for adaptation to LCFA starvation and hypoxia as a means to promote tumor growth.

Evidence presented in this study suggests that direct binding of both HIFs and NFκB to the *ICAM1* promoter region is essential for synergistic *ICAM1* activation. Notably, HIF2 binding appears to be mediated via interaction with Sp1. The synergistic activation of *KLF6* and *JUN* occurs independently of NFκB. This suggests that transcriptional cooperation between Sp1, HIFs, and NFκB promotes rigorous *ICAM1* upregulation under lipid starvation and hypoxia through a distinct mechanism. In addition, the question arises as to how NFκB may be activated under SSH, a condition where exogenous stimuli such as cytokines are absent. Our study provides 2 answers to this question. First, the activation is associated with mTOR activity. This may correlate with earlier observations that, under non-hypoxic conditions, mTOR can cause NFκB activation, leading to *ICAM1* induction in cancerous and normal cells [25,28]. Second, NFκB can be activated by autonomously produced TNFα in an autocrine manner.

Recent evidence has shown that cancer cells utilize aberrant mechanisms for energy metabolism [37]. Some cancer cell types predominantly consume fatty acids rather than glucose, relying on β-oxidation for energy production [34,35]. In addition to their normal role as an energy source, recent studies have revealed that LCFAs may be involved in the tolerance of cancer cells to various cellular stresses [35,38]. LCFAs exist in the bloodstream in complex with albumin. It is possible that the cellular uptake of LCFAs may be facilitated only in association with albumin, resulting in their conversion to neutral lipids (acyl-CoA derivatives) [39] in CCC cells. In the present study, we showed that the removal of LCFAs synergistically enhances Sp1-dependent activation of multiple genes under hypoxia. This effect appears to be greater for unsaturated LCFAs than for saturated LCFAs. This difference may be attributed to their roles in transcriptional regulation in addition to altered metabolism pathways among LCFAs, as saturated and unsaturated LCFAs could be differentially utilized as ligands for some nuclear receptors [40]. It is necessary to uncover the detailed mechanism(s) by which CCC cells sense LCFA-starvation and hypoxia to trigger cellular signaling and induce unusually high gene expression.

We found that ICAM1 enhances cell survival under SSH at least in part through the inhibition of apoptosis. This is distinct from the survival mechanism whereby unsaturated LCFAs protect against UPR-dependent cell death following ischemic conditions mediated by mTOR activity [38]. Furthermore, ICAM1 promotes CCC tumor growth in mice. Previous reports have found that ICAM1 induction during inflammation enhances eosinophil survival by activating cellular signaling mechanisms, resulting in eosinophilia in asthma [41]. Thus, CCC cells might similarly activate signaling cascades via ICAM1, enabling cells to survive under severely hypoxic conditions. In additional, ICAM1 is known to be overexpressed in cancer cells where it recruits immune cells to promote tumor progression [42]. Thus, immune cell-mediated mechanisms may contribute to the acceleration of tumor growth, although it is not clear to what extent immune cells contributed in our immunodeficient mouse model. Furthermore, our data contradict earlier reports showing that ICAM1 suppresses ovarian cancer progression [30,36]. These discrepancies may be due to different histological types or experimental settings tested.

The severity of hypoxia within tumor tissues varies depending on the sparsity and aberrant nature of local vasculatures, thus creating microenvironments with limited gradients of molecules supplied from the blood. Diffusion-limited hypoxia occurs at ~100-μm distances from blood vessels, and hypoxic severity in tissues increases with increasing distances [43]. Given that the sizes of O_2_, glucose, and amino acids are smaller than that of LCFA (in complex with albumin), it is likely that areas with lipid starvation, hypoxia, expression of HIFs, and a nutrient supply exists in tumor tissues (Figure 9h). In this case, tissue lipid levels may be used to define a more severe hypoxia *via* Sp1 (Figure 9h). It was recently reported that immunotherapy targeting ICAM1 is effective in treating multiple myeloma [44]. Thus, further clinical investigations will likely support the validity of lipid starvation and hypoxia as a target of cancer therapy.

## Methods

### Reagents

The following reagents were obtained from Sigma (St. Louis, MO, USA): tunicamycin (T7765), HP-albumin from human serum, fatty acid-free (A3782), LP-albumin from human serum (A1653), palmitic acid (P0500), oleic acid (O1008), linoleic acid (L1376), and stearic acid (S4751). Rapamycin (553210) was purchased from (Millipore, Temecula, CA, USA).

### Cell culture

Human cancer cell lines used in this study were cultured as previously described [8].

### Transfection with expression vectors and siRNAs

Expression vectors and siRNAs targeting Sp1 and HIFs were described previously [12]. We employed 2 individual siRNA sequences targeting each target protein. See Additional file 4 for siRNAs.

### cDNA microarray analysis

Total RNA was isolated as previously described [8]. cDNA microarray analysis of genes activated in response to CoCl_2_ stimulation in an Sp1-dependent manner was performed by Takara (Shiga, Japan), using a human whole genome array (Agilent Technologies, Santa Clara, CA, USA). The effects of serum deprivation on the expression of genes under normoxic and hypoxic conditions were analyzed by cDNA microarray analysis using a NimbleGen Catalog Eukaryotic Gene Expression 385 K Array (#5543886, Roche, Madison, WI, USA). Arrays were scanned using a GenePix 4100A Microarray Scanner (Axon Instruments, Union City, CA, USA), and data were analyzed by Subio, Inc. (Kagoshima, Japan).

### Real-time RT-PCR analysis

mRNA levels were determined as previously described [8,12]. See Additional file 4 for primer and probe sequences. The mRNA expression levels of 18S ribosomal RNA were measured using SYBR green-based detection [45].

### Protein quantification

Protein levels were quantified using the Micro BCA Protein Assay Kit (23235; Thermo Scientific, Rockford, IL, USA).

### Western blotting

Western blotting was performed using Novex NuPAGE 4–12% Bis-Tris gels (Life Technologies, Carlsbad, CA, USA). Detection was performed using ECL-Prime or ECL-Advance (GE Healthcare, Buckinghamshire, UK). See Additional file 4 for a description of the antibodies used.

### Reporter gene assays

Reporter gene assays were performed as previously described [12]. Plasmid constructs encoding the *ICAM1*, *KLF6*, and *JUN* 5′promoter regions used in ChIP assays were prepared as previously described [12]. See Additional file 4 for more details.

### ChIP assays

ChIP analyses were performed primarily as previously described [8,12]. See Additional file 4 for more details.

### Preparation of cytoplasmic and nuclear fractions

Cytoplasmic and nuclear fractions were prepared using an NE-PER Nuclear and Cytoplasmic Extraction Reagents Kit (Thermo Scientific).

### Preparation of reduced-albumin serum

Albumin was removed from human serum (Takara Bio, Shiga, Japan) using a Proteoprep Immunoaffinity Albumin & IgG Depletion Kit (Sigma).

### Preparation of cells stably transfected with small hairpin RNAs

Cells were stably transfected with short hairpin RNAs (shRNAs) using pcDNA6.2-GW/miR, pLenti6/V5-DEST, and the ViraPower Lentiviral Expression System (Life Technologies). Several independent clones were isolated by selecting cells in 10 μg/mL blasticidin. See Additional file 4 for the shRNA sequences used.

### Cell viability and caspase assays

Cell viabilities were estimated in MTS assays using the CellTiter96 Aqueous One Solution Cell Proliferation Assay (Promega, Madison, IL, USA). Caspase activities were determined by performing Caspase-Glo assays (Promega).

### Xenograft tumor experiments

The institutional review board at the Kanagawa Cancer Center Research Institute approved this study. OVISE (1.5 × 10^7^ cells) cell clones were subcutaneously injected into 9 (for Scr-shRNA or ICAM1 shRNA #1) and 10 (for Scr-shRNA or ICAM1 shRNA sh#2) NOD-SCID mice (Charles River Laboratories Japan Inc., Yokohama, Japan). Tumor growths were monitored by calculating tumor volumes as the long diameter × (short diameter)^2^ × 1/2. A Hypoxyprobe-1 Kit (Natural Pharmacia International, Burlington, MA, USA) was used to detect tissue hypoxia. Prior to tumor isolation, mice were injected intraperitoneally with pimonidazole-HCl solution (60 mg/kg). At 1 h post-injection, mice were sacrificed under general anesthesia with isoflurane, and tumors were isolated for further experiments.

### Immunohistochemistry and immunofluorescence

Routinely processed formalin-fixed, paraffin-embedded specimens were sectioned (4 μm thickness) and stained with antibodies. Immunoreactivity was visualized by the peroxidase-labeled amino acid polymer method, using Histofine Simple Stain MAX-PO (Nichirei Co., Tokyo, Japan) and the avidin-biotin-peroxidase complex method (LSAB+; DakoCytomation Co., Tokyo, Japan), according to the manufacturer’s instructions. Sections were counterstained with H&E. In the case of ICAM1 immunofluorescence, a secondary antibody (Alexa Fluor 488 anti-mouse IgG, Life Technologies) was used. Sections were counterstained with DAPI using Prolong Gold Antifade Reagent with DAPI (Life Technologies). Antibodies against the following targets were used for IHC at the indicated concentrations: ICAM1 (sc-8439, 4 μg/mL; Santa Cruz Biotechnology), pimo-adduct (Hypoxyprobe-1 Kit, 2.3 μg/mL; Hydroxyprobe), CD31 (6.7 μg/mL; Dianova GmbH, Hamburg, Germany), HIF-1α (2.5 μg/mL; BD Biosciences, San Jose CA, USA), HIF-2α (10 μg/ml; NB100-122, Novus Biologicals, Littleton, CO), and Ki67 (1:25 dilution; BD Biosciences).

### Microscopic detection of neutral lipid in cultured cells and tumor tissues

Neutral lipid in cultured cells and tumor tissues was detected by fluorescence microscopy using BODIPY lipid probes (Life Technologies). Cultured OVSAYO cells were washed twice with serum-free culture media and treated with 25 μM of BODIPY lipid probes in serum-free media for 5 min in a 37°C incubator. Cells were then washed twice with serum-free media and used for fluorescence detection. Images were acquired on an OLYMPUS CKX41 microscope. Fluorescence areas were quantified using ImageJ software (http://rsb.info.nih.gov/ij/). For tumor tissues, frozen sections (8-μm thickness) of xenograft tumors were treated with 100 μM of BODIPY lipid probes (Life Technologies) in 50 mM Tris-HCl (pH 7.6) for 30 min at ambient temperature. Tissues were then washed twice with 50 mM Tris-HCl (pH 7.6), and fluorescence detection was performed. Images were acquired on a BZ-9000 fluorescence microscope (Keyence, Osaka, Japan). Quantitative analysis of images was performed using equipped BZ-Analyzer software (Keyence).

### Antibody labeling

Labeling of an anti-pimo antibody with Alexa Fluor dye was performed using Zenon Mouse IgG Labeling Kits (Life Technologies), according to manufacturer’s recommended procedure.

### In situ hybridization

*In situ* hybridization was performed using an RNAscope 2.0 FFPE Assay Kit (Advanced Cell Diagnostics, Hayward, CA, USA) and an ICAM1 probe (402951, Advanced Cell Diagnostics). Routinely processed formalin-fixed paraffin-embedded specimens were sectioned (4-μm thickness) and used in this study.

### Clinical samples

FFPE tissues from surgically removed specimens were prepared from patients of the Yokohama City University Hospital under written agreements in the study, which was approved by our institutional review board.

### Statistics

Statistical significances were evaluated using 2-sided Student’s *t*-tests for 2 data sets. *P* values < 0.05 were considered statistically significant.

### Accession numbers

The GEO database accession number for the microarray dataset is GSE55565.

## Additional files

Additional file 1: Table S1. Full list of genes identified by microarray analysis described in Figure 1b. Genes appearing in this figure are underlined. Additional file 2: Figure S1. a) ChIP analysis. b) *ICAM1* expression in OVISE cells. **Figure S2.** a) Real-time RT-PCR analysis of *genes* in OVSAYO cells. b) Western blotting with OVSAYO cell lysates. c) Real-time RT-PCR analysis using cells cultured under SSH. Western blotting was also performed. **Figure S3.** a,b,c) Protein levels in OVSAYO cells. d) mRNA levels were analyzed for cells cultured with or without Tun. V: vehicle. e) Effect of Tun on the *ICAM1*expression. **Figure S4.** a) Western analysis of indicated fractions of OVSAYO cells. b) Effect of RelA on the activation of genes. c) Venn diagram representation of genes. d) Heat map representation of gene expressions. e) Western analysis of cells transfected with siRNA. **Figure S5.** a) AP1 and NFκB bind to the promoter region. b) Quantitative ChIP analysis of c-Jun binding to the *ICAM1* promoter. c) c-Jun expression in OVSAYO cells. d) Real-time RT-PCR analysis. Cells transfected with siRNAs were cultured under SSH. c-Jun expression in siRNA transfected cells is also shown. **Figure S6.** a) Approximately 80% of albumin was removed from human serum, resulting in reduced-albumin serum. b) Real-time RT-PCR analysis of indicated *genes*. c) Expression of fatty acid synthase (Fasn) in OVSAYO cells. **Figure S7.** a) ICAM1 immunocytochemistry in OVISE cells transfected with Scr- and ICAM1-shRNA #1. Cells were cultured under SSH. b) H&E staining and IHC using a surgically removed specimens from CCC patients. **Figure S8.** a) Western blot analysis, b,c) MTS assay. **Figure S9.** a) Proliferation of OVISE cells transfected with shRNAs. b) ICAM1 expression in tumor tissues. **Figure S10.** a,c,d) IHC using tumors transfected with Scr-shRNA#2. *In situ* hybridization is also shown. b) *In situ* hybridization using tumors transfected with Scr-shRNA#2. e) Quantitation of Ki67-positive cells. **Figure S11.** a) Immunofluorescence and neutral lipid staining, using tumor tissues transfected with Scr-shRNA#2. DAPI was used for counter staining of nuclei. Bar = 100 μm. b) Immunofluorescence using tumor tissues transfected with Scr-shRNA#2. Bar = 100 μm. Additional file 3: Table S2. Full list of genes (probes) identified by microarray analysis as shown in Additional file 2: Figure S4c. Additional file 4:

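Table S1 holds 237 rows, each with an accession and 4 log2 ratios, which are Sp1/NS, NS,CoCl2/NS, Sp1,CoCl2/NS and Sp1,CoCl2/Sp1. The ratios are those of single spots on the scale of the authors' deposited table, in which the signals of each array are multiplied by 1 constant. On that scale all 237 rows matched a spot within 0.01 in each ratio. A rule recovered from these values, and not stated in the text of the paper, gives the same 237 spots and no others. It takes spots with Sp1/NS at most 0.5, NS,CoCl2/NS at least 1.2 and Sp1,CoCl2/Sp1 at most 0.6 that are well above background on the NS-si → CoCl_2_ array, whereas 416 spots pass without the condition on background. With the cells exchanged, the same limits gave 126 spots. The rows come from single spots, so the 10 spots of JUN fill 10 rows, and for KIT and SERPIND1 1 of the 10 spots of the probe is listed. In all, 121 rows (51.05%) were well above background on the NS-si → CoCl_2_ array only, where their median signal was 12.0. Another 88 rows were well above background on all 4 arrays, with a median signal of 184, and 28 rows on some of them. For the 121 distinct probes that were not well above background on the NS-si array but were on the NS-si → CoCl_2_ array, only a lower bound of the rise can be given, with a median of 1.97-fold and a range from 1.17-fold to 18.0-fold. On the 75th percentile scale and with outlier spots left out, 223 of the 237 rows kept to the limits. The alternative that moved this number most, normexp on the median signals, left 38. Its added offset of 50 is larger than the median signal of 12.0 above. It thus shrinks the ratios of such dim rows whether or not the transcript changed.

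**Figure D4:**
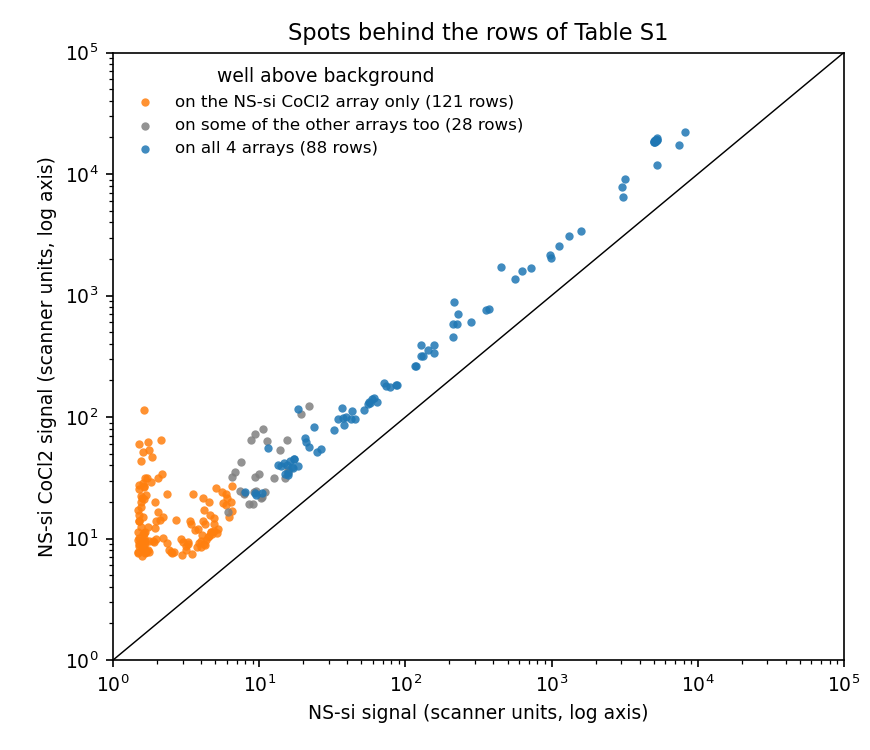
Signal of the spot behind each row of Table S1 in NS-si cells (horizontal axis) and in NS-si → CoCl_2_ cells (vertical axis), both in scanner units on log axes, with equal signals on the diagonal. The 121 rows well above background on the NS-si → CoCl_2_ array only (orange) lie at the low end, and the 88 well above background on all 4 arrays (blue) extend to the brightest signals.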

**Supplementary informations.** Reagents and experimental procedures [8,12,46].

# Supplementary material for: Lipid starvation and hypoxia synergistically activate ICAM1 and multiple genes in an Sp1-dependent manner to promote the growth of ovarian cancer
**Source:** Mol Cancer. 2015 Apr 8;14:77. doi: 10.1186/s12943-015-0351-z
**Supplement:** Additional file 4: — Supplementary informations. Reagents and experimental procedures [8,12,46].

**Supplementary informations**

siRNA

ON-TARGET plus SMART pool reagents (Dharmacon, Lafayette, CA, USA) were used for siRNAs against ARNT, mTOR, and TNFα. siRNAs targeting RelA (h, sc-29410), c-Jun (h2, sc-44201), Sp1 (h2, sc-44221), HIF1α (h2, sc-44225), EPAS-1 (h, sc-35316), and mTOR mRNA (h, sc-35409) were purchased from Santa Cruz Biotechnology, Santa Cruz, CA, USA. In additional, Silencer Select siRNAs against RelA (s11915) and TNFα (s14248) were purchased from Life Technologies. Ambion Silencer Negative Control #1 siRNA (Life Technologies) and an additional non-specific siRNA previously described [46] were used as non-specific siRNAs. Transfection of siRNAs was performed using Lipofectamine RNAi MAX (Life Technologies). HIF-specific siRNAs were used at a final concentration of 20 nM and all other siRNAs were used at 40 nM.

Antibodies

Antibodies used for western blots against Sp1, HIFs, ARNT, β-actin, and CHOP were described previously [12]. Antibodies against mTOR (2972), phosphor-mTOR (2971), phospho-RelA (3033), TNFα (6954), and phospho-c-Jun (9261) were obtained from Cell Signaling Technology (Danvers, MA, USA) and used at a 1:2500 dilution. Antibodies against ICAM1 (sc-8439, 300 ng/ml), RelA (p65; sc-372, 200 ng/ml), and FASN (sc-55580, 300 ng/ml) were from Santa Cruz. Additional antibodies: c-Jun (ab31419, Abcam, 300 ng/ml), albumin (R1048P, Acris Antibodies GmbH, Herford, Germany, 300 ng/ml), histone H3 (ab1791, Abcam, 200 ng/ml), PARP-1 (E78, Epitomics, Burlingame, CA, USA, 1/3000 dilution), and α-tubulin (T-9026, Sigma, St. Louis, MO, 1/2500 dilution).

Real-time RT-PCR analysis

The sequences of primers and probes used in this study are shown below.

| Gene | Primer sequences | Probe sequences |
| --- | --- | --- |
| *ICAM1* | 5′-CAGAGGTTGAACCCCACAGT-3′ (forward)  5′-CCTCTGGCTTCGTCAGAATC-3′ (reverse) | 5′-CAGAGCCAGGAGACACTGCAGACAGTG-FITC-3′ and 5′-LCRed640-CATCTACAGCTTTCCGGCGCCCA-p-3′ |
| *KLF6* | 5′-CCATGTGCAGCATCTTCCAGG-3′ (forward)  5′-GGCTCGCTCTGGAGGTAACG-3′ (reverse) | 5′-GACCGGCTACTTCTCGGCGCTGC-FITC-3′  and 5′-LCRed640-GTCTCTGGAGGAGTACTGGCAACAGAC-p-3′ |
| *JUN* | 5′-GCTGAGGTTTGCGTAGACCGG-3′ (forward)  5′-TCAACGGGGCAGGCATG-3′ (reverse) | 5′-GGTAGCCTCGGTGGCAGGGGG-FITC-3′  and  5′-LCRed640-AGCGGCAGCGGCGGCTTC-p-3′ |

ChIP assay

The sequences of primers used in this study are shown below. Five micrograms of antibodies were used for immunoprecipitation in each ChIP experiment. PCR was performed using ExTaq-HS (Takara, Shiga, Japan) for amplification of *ICAM1*, and *JUN.* LA-Taq (Takara) was used to amplify *KLF6*. Cycle conditions were 95°C for 2 min, followed by 35 cycles of 95°C for 30 sec, 56°C for 20 sec, and 72°C for 30 sec for *KLF6* and *JUN*, or 35 cycles of 95°C for 30 sec, 58°C for 20 sec, and 72°C for 30 sec for *ICAM1*. Antibodies against RelA (sc-372) and c-Jun (ab31419) were purchased from Santa Cruz Biotechnology and Abcam, respectively. The other antibodies used in this study have been described elsewhere [8,12].

| Gene | Primer seqeunces |
| --- | --- |
| *ICAM1* | 5′-GTGTAGACCGTGATTCAAGCTTAGC-3′ (forward)  5′-GCGCGTGATCCTTTATAGCGC-3′ (reverse) |
| *KLF6* | 5′-TGGCCGGAGCTGACATCATC-3′ (forward) 5′-CCGAAAGTCTTCCCGGAGC-3′ (reverse) |
| *JUN* | 5′-AGGGGACCGGGGAACAGAG-3′ (forward) 5′-CCCCTAAAAATAGCCCATGATGTC-3′ (reverse) |

Primers and probes used for quantitative ChIP analysis were as follows.

| gene | primers | probes |
| --- | --- | --- |
| *ICAM1* | 5′-CGATTGCTTTAGCTTGGAAATTCC-3′ (forward) 5′-GCGCGTGATCCTTTATAGCGC-3′ (reverse) | 5′-CCCTGTCAGTCCGGAAATAACTGC-FITC-3′ and 5′-LCRed640-GCATTTGTTCCGGAGGGGAAGGC-p-3′ |

Reporter gene assay

All PCR fragments prepared from genomic DNA of OVSAYO cells were inserted into the luciferase vector at the *Kpn*I and *Xho*I sites. Mutant constructs were prepared using the QuikChange Mutagenesis Kit (Stratagene, La Jolla, CA, USA). Promoter fragments of *ICAM1* (positions 1531–1808, Accession No. AY225514), *KLF6* (positions 1312–1627, Accession No. AF284036), and *JUN* (positions 8–240, Accession No. J04111) were amplified by PCR and inserted into the pGL4.10 plasmid (Promega) at the *Kpn*I/*Xho*I sites. Promoter fragments of *ICAM1* and *KLF6* were amplified using KOD-FX DNA Polymerase (TOYOBO, Tokyo, Japan). A *JUN* promoter fragment was amplified using KOD-plus DNA Polymerase (TOYOBO) and then analyzed by nucleotide sequencing. The sequences of primers used in this study are shown below.

| Constructs | Primers |
| --- | --- |
| *ICAM1* promoter | 5′-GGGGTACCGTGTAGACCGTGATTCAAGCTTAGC-3′ (forward) 5′-CCGCTCGAGGCGCGTGATCCTTTATAGCGC-3′ (reverse) |
| *KLF6* promoter | 5′-GGGGTACCTGGCCGGAGCTGACATCATC-3′ (forward)  5′-CCGCTCGAGCCGAAAGTCTTCCCGGAGC-3′ (reverse) |
| *JUN* promoter | 5′-GGGGTACCAGGGGACCGGGGAACAGAG-3′ (forward) 5′-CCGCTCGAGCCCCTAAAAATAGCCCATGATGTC-3′ (reverse) |
| Sp1 site mutant 1 | 5′-GGGAAACGGGAGAGCAGCCCCCGG-3′ (forward) 5′-CCGGGGGCTGCTCTCCCGTTTCCC-3′ (reverse) |
| Sp1 site mutant 2 | 5′-GGAAAGCAGCACTTGGCCCCCAG-3′ (forward) 5′-CTGGGGGCCAAGTGCTGCTTTCC-3′ (reverse) |

Small hairpin RNAs

The sequences of shRNAs used (without 5′ overhangs) are as follows.

| shRNA | Sequences |
| --- | --- |
| Scramble | 5′-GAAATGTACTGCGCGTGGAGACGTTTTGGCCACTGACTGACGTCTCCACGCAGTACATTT-3′ |
| ICAM1#1 | 5′-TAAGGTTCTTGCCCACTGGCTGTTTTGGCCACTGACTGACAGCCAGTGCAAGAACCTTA-3′ |
| ICAM1#2 | 5′-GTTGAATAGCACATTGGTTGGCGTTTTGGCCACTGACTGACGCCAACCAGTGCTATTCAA-3′ |

How the deposited data were processed for this re-analysis (not part of the article)

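RNA of OVSAYO cells was measured on 4 arrays of a 4x44K human whole genome design, 1 for each of NS-si, Sp1-si, NS-si → CoCl_2_ and Sp1-si → CoCl_2_ cells. The intensities were deposited by the authors as the scanner software wrote them, after subtraction of the background and spatial and multiplicative detrending, with a low substitute value where a signal was not above background according to the file headers, and the arrays were not normalized to each other. Each spot also has calls of outliers and of spots well above background. The authors' deposited value table equals this processed signal multiplied by 1 constant per array, and the text of the paper names no normalization.

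The main values are log2 processed signals of non-control spots minus the 75th percentile of the array, without outlier spots, averaged over the spots of a probe. A probe was well above background on an array when at least 50% of its kept spots were. Ratios are differences of log2 values, given as bounds where only 1 side was well above background and not given where neither was. Symbols were assigned by RefSeq accession, which matched 28463 of 29296 spots with such an accession and gave 26222 probes a symbol. The array annotation is on an older genome build than the reference table, so no coordinates are given. For a gene of Figure 1b with several probes, the probe listed in Table S1 was used where there was one, and otherwise the probe with the highest mean signal. In the gene lists, each gene was represented by its probe with the highest mean signal, even where Table S1 lists another.

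Probes were counted as raised by CoCl_2_ at a log2 ratio of at least 1 with the probe well above background in the CoCl_2_-treated cells. They were counted as lower in Sp1-si → CoCl_2_ cells at a log2 ratio to NS-si → CoCl_2_ of at most -1. Named are the genes of Figure 1b and those the paper names for the experiment, and, among probes with a symbol that were well above background on all 4 arrays, the 10 largest CoCl_2_ ratios in NS-si cells, the 10 most negative and the 5 most positive differences of the CoCl_2_ ratios, and the 5 lowest and 5 highest ratios of Sp1-si to NS-si cells. This rule was written with the design, as were lists of HRE-dependent, NFkB target, immediate early, NRF2 target, interferon-stimulated, ATF4 and unfolded protein response, and metallothionein genes and the genes of Table S2. Lists of other Wnt target genes, Wnt pathway inhibitors and heat shock genes were added after the values were seen. Each list median was placed among 10000 random lists of the same size drawn within 20 bins of mean signal, which describes these arrays and is not a test between conditions.

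With 1 array per condition there is no replicate, no p-value was computed, and the only spread is that between the spots of a probe on an array. For a probe with 1 spot, the median SD of 10-spot probes of like signal was used. For values compared with the paper, the tolerance was the larger of this SD and the median difference between the authors' scale and the 75th percentile scale, which was 0.077 for NS-si → CoCl_2_/NS-si, 0.051 for Sp1-si → CoCl_2_/Sp1-si, 0.038 for Sp1-si/NS-si and 0.013 for Sp1-si → CoCl_2_/NS-si, plus 0.1 for bars read from a figure.

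Alternatives were quantile normalization, median scaling, no scaling, the percentile over probes well above background on all 4 arrays, the authors' value table, a floor on dim signals, outlier spots kept, the mean over all probes of a gene, other filters and thresholds, and a normexp correction with an offset of 50. The counting was tested on simulated data, where 200 of 200 planted probes were recovered and 0 of the other probes were called among 41000. The planted probes were brighter than the median and raised by more than the threshold. All arrays shared the background calls of the NS-si array and had no outlier spots. The test therefore does not cover dim probes or probes well above background on only some arrays. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The western blots, PCR and tumour samples of the paper were not analysed here. Some results are not reported here.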

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

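All tests in this part were chosen only after the results were seen. Each result is a ratio between arrays of 1 culture each. Separate siRNAs against Sp1 were not compared on these arrays, so an effect of the siRNA on other transcripts was not tested.

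Among genes that the paper does not discuss for this experiment, the largest log2 ratios of NS-si → CoCl_2_ to NS-si were 4.41 for HSPA6, 3.97 for RIMKLA, 3.77 for PFKFB4, 3.29 for SPDYA, 3.24 for STC2, 3.22 for APOL3, 3.18 for DOK3, 3.17 for SCAND2P and 2.97 for ISM2. PFKFB4 and STC2 belong to the list of HRE-dependent genes, whose median rose in both kinds of cells. Other probes rose as well for RIMKLA (3.45), STC2 (3.12), SPDYA (3.13), DOK3 (1.54) and SCAND2P (1.87 and 2.21), whereas the other APOL3 probe gave 0.21. HSPA6 may be part of a heat shock response, since the median ratio of 13 other heat shock genes was 0.56, at percentile 99.99 of random lists. HSPA6 has close paralogs, and hybridisation of their transcripts to its probe was not tested.

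The lowest ratios of Sp1-si to NS-si without CoCl_2_, apart from SP1 itself, were -4.13 for DUSP13A, -3.97 for CENPH, -3.79 for NQO1 and -3.73 for AKR1B10, and the highest were 5.04 for LEF1, 4.82 for AXIN2, 4.78 for IDO1, 4.76 for MMP26 and 4.62 for SP5. A defect of the Sp1-si array alone is argued against by the arrays with CoCl_2_, where 10 of these 10 genes, SP1 included, changed the same way by at least 1. The scaling between the arrays is argued against too, since the smallest size of these ratios under any scaling was 3.69. Probes of 1 gene did not always give the same ratio. The brightest SP5 probe gave -0.19 and another 4.41, the other AXIN2 probe gave 2.8, the other AKR1B10 probe -3.61, and the other LEF1 probe was not well above background on any array. For LEF1, AXIN2 and SP5, higher Wnt target genes as a group are a candidate explanation, since 16 other Wnt target genes had a median of 0.44, at percentile 99.92 of random lists. A lower transcript of a Wnt pathway inhibitor cannot be told apart from other causes. The lowest of 10 inhibitors without CoCl_2_ was APC at -0.80, and the test required at most -1 both with and without CoCl_2_. With CoCl_2_ APC was at -0.24, while LEF1 and AXIN2 stayed at 4.68 and 4.56, which goes against APC. That a value short of -1 leaves the explanation open was decided after the value was seen. The inhibitors as a list had a median of 0.30. A biological effect of Sp1 loss on these genes stays open.

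Only probes with a symbol that were well above background on all 4 arrays are counted here. For 5 of them, the log2 CoCl_2_ ratios in NS-si and Sp1-si cells were at least 1 in size and opposite in sign. This difference was not tested. The differences, Sp1-si minus NS-si, were -4.29 for APOL3, -3.20 for MIDN, -2.35 for LRRC2, -2.20 for FRMD4A and 3.32 for REXO1. Without scaling the signs held, but only MIDN and REXO1 still changed by at least 1 both ways. A property of the single probe is a candidate explanation for APOL3, MIDN and FRMD4A, since 0.0% of their 3 other probes well above background on all 4 arrays had a difference of at least 1 in the same direction. For LRRC2 and REXO1 no such probe exists and the question stays open. A biological difference between NS-si and Sp1-si cells also stays open.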

How the results depend on the processing

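The normexp correction of the median signals and the use of single spots on the authors' scale were chosen only after the results were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because each condition has 1 array and the files give no pairing of cultures. Normexp on the mean signals was not run, since the mean signal is not a column of the files, and the slide was not used as a block because all arrays lie on 1 slide. An additive model of siRNA and CoCl_2_ was left out, since its residual would be the difference of the CoCl_2_ ratios itself. A value was taken as moved when it shifted by more than the technical SD of its spots, or for a list by more than the spread of random lists, and a count when it changed by more than 1.5 times.

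Of the values for the genes of Figure 1b, SP1, the planned lists, the Table S1 probes and the counts, 504 stayed within these limits and 211 moved. No value with a log2 ratio of at least 1 in size changed its sign under any alternative. Keeping the outlier spots moved none of these values. For the other single genes and ratios, 755 values stayed within the limits and 311 moved, of which a part is given under normexp. Some shifts left out are larger than some given there. The difference of the CoCl_2_ ratios for CD99L2, for example, ranged from -2.65 to -1.07 over the settings. The 211 values are given by setting, as log2 ratios or counts. The cause was not tested.

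Leaving out the scaling shifted the median of all probes by -0.23 for NS-si → CoCl_2_/NS-si, 0.17 for Sp1-si → CoCl_2_/NS-si, 0.23 for Sp1-si → CoCl_2_/Sp1-si, 0.40 for Sp1-si → CoCl_2_/NS-si → CoCl_2_ and 0.45 for the difference of the CoCl_2_ ratios, which turned the sign of JUN in Sp1-si cells, of the NFkB list in NS-si cells and of the difference for the NFkB, immediate early, interferon, ATF4 and Table S2 lists. Without scaling, NS-si → CoCl_2_/NS-si was 2.11 for VEGFA, 3.51 for HMOX1, 1.36 for KLF6, 1.87 for JUN, 0.32 for GAPDH, 1.28 for the Table S1 probes on all 4 arrays, 1.61 for the HRE-dependent list, -0.15 for the NFkB list, 1.11 for the immediate early list, 0.22 for the NRF2 list, -0.36 for the interferon list, 0.097 for the ATF4 list, 1.53 for the metallothionein list and 0.18 for the Table S2 genes. Sp1-si → CoCl_2_/NS-si was 1.22 for VEGFA, 3.6 for HMOX1, 0.97 for KLF6, 0.31 for JUN and 0.80 for GAPDH. Sp1-si → CoCl_2_/Sp1-si was 3.09 for VEGFA, 2.97 for HMOX1, 0.80 for KLF6, 0.024 for JUN, 1.11 for GAPDH, 0.55 for the Table S1 probes on all 4 arrays, 2.36 for the HRE-dependent list, 0.45 for the NFkB list, 0.94 for the immediate early list, 0.84 for the NRF2 list, -0.20 for the interferon list, 0.39 for the ATF4 list, 3.48 for the metallothionein list and 0.59 for the Table S2 genes. Sp1-si/NS-si was 0.015 for the Table S2 genes. Sp1-si → CoCl_2_/NS-si → CoCl_2_ was -3.47 for SP1. Sp1-si → CoCl_2_/Sp1-si minus NS-si → CoCl_2_/NS-si was 0.98 for VEGFA, -0.53 for HMOX1, -0.57 for KLF6, -1.85 for JUN, 0.79 for GAPDH, -0.77 for the Table S1 probes on all 4 arrays, 0.85 for the HRE-dependent list, 0.13 for the NFkB list, 0.30 for the immediate early list, 0.68 for the NRF2 list, 0.39 for the interferon list, 0.39 for the ATF4 list, 1.91 for the metallothionein list and 0.45 for the Table S2 genes. There, 1131 probes were raised by CoCl_2_ in NS-si cells, 2137 probes were raised by CoCl_2_ in Sp1-si cells, 329 probes were raised in NS-si and lower in Sp1-si → CoCl_2_ cells and 674 probes were raised in Sp1-si and lower in NS-si → CoCl_2_ cells. There, 100 rows of Table S1 kept to its limits. Of the 562 probes raised in NS-si and lower in Sp1-si → CoCl_2_ cells, 329 were shared with this setting. They made up 65.35% of the probes raised in either cell kind and lower in the other, and 32.8% without scaling.

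Median scaling shifted the median of all probes by 0.12 for Sp1-si → CoCl_2_/NS-si, 0.11 for both Sp1-si → CoCl_2_/Sp1-si and Sp1-si → CoCl_2_/NS-si → CoCl_2_, and 0.10 for the difference of the CoCl_2_ ratios, whose sign turned for the ATF4, interferon and Table S2 lists. With median scaling, Sp1-si → CoCl_2_/NS-si was 1.17 for VEGFA, 3.54 for HMOX1, 0.92 for KLF6, 0.26 for JUN and 0.75 for GAPDH. Sp1-si → CoCl_2_/Sp1-si was 2.97 for VEGFA, 2.85 for HMOX1, 0.68 for KLF6, -0.096 for JUN, 0.99 for GAPDH, 0.43 for the Table S1 probes on all 4 arrays, 2.24 for the HRE-dependent list, 0.82 for the immediate early list, 0.27 for the ATF4 list and 0.47 for the Table S2 genes. Sp1-si → CoCl_2_/NS-si → CoCl_2_ was -3.76 for SP1. Sp1-si → CoCl_2_/Sp1-si minus NS-si → CoCl_2_/NS-si was 0.62 for VEGFA, -0.89 for HMOX1, -0.92 for KLF6, -2.20 for JUN, 0.44 for GAPDH, -1.12 for the Table S1 probes on all 4 arrays, 0.49 for the HRE-dependent list, -0.22 for the NFkB list, -0.051 for the immediate early list, 0.33 for the NRF2 list, 0.032 for the ATF4 list and 0.094 for the Table S2 genes.

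With quantile normalization, NS-si → CoCl_2_/NS-si was 2.26 for VEGFA, 3.49 for HMOX1, 1.50 for KLF6, 2.00 for JUN, 0.39 for GAPDH and 0.23 for the ATF4 list. Sp1-si → CoCl_2_/NS-si was 0.52 for GAPDH. Sp1-si → CoCl_2_/Sp1-si was 2.63 for HMOX1, -0.24 for JUN, 0.76 for GAPDH, 0.41 for the Table S1 probes on all 4 arrays, -0.27 for the interferon list and 0.44 for the Table S2 genes. Sp1-si → CoCl_2_/NS-si → CoCl_2_ was -3.75 for SP1. The value of Sp1-si → CoCl_2_/Sp1-si minus NS-si → CoCl_2_/NS-si was 0.60 for VEGFA, -0.86 for HMOX1, -0.95 for KLF6, -2.25 for JUN, 0.37 for GAPDH, -1.14 for the Table S1 probes on all 4 arrays and 0.053 for the Table S2 genes. There, 453 of the 562 probes were shared, and the share of 65.35% became 54.6%. On the authors' scale, NS-si → CoCl_2_/NS-si was 2.26 for VEGFA, 3.66 for HMOX1, 1.51 for KLF6, 2.02 for JUN, 0.47 for GAPDH, 1.43 for the Table S1 probes on all 4 arrays and 0.33 for the Table S2 genes. Sp1-si → CoCl_2_/Sp1-si was 2.81 for VEGFA, 0.52 for KLF6, -0.25 for JUN, 0.83 for GAPDH, 0.27 for the Table S1 probes on all 4 arrays and 0.31 for the Table S2 genes. Sp1-si/NS-si was 0.11 for the Table S2 genes. The value of Sp1-si → CoCl_2_/Sp1-si minus NS-si → CoCl_2_/NS-si was -0.96 for HMOX1, -2.27 for JUN and 0.36 for GAPDH. With the percentile taken over probes well above background on all 4 arrays, NS-si → CoCl_2_/NS-si was 2.31 for VEGFA, 1.56 for KLF6, 2.07 for JUN and 0.52 for GAPDH. Sp1-si → CoCl_2_/NS-si was 0.61 for GAPDH. Sp1-si → CoCl_2_/Sp1-si minus NS-si → CoCl_2_/NS-si was -2.28 for JUN and 0.36 for GAPDH.

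With normexp on the median signals, NS-si → CoCl_2_/NS-si was 2.22 for VEGFA, 1.54 for KLF6, 2.06 for JUN, 0.55 for TGFB2, 0.60 for CXCL8, 0.95 for the Table S1 probes on all 4 arrays, 1.72 for the HRE-dependent list, 1.18 for the immediate early list, 0.032 for the interferon list and 0.29 for the Table S2 genes. Sp1-si → CoCl_2_/NS-si was 0.96 for VEGFA, -0.060 for TGFB2 and -0.0002 for CXCL8. Sp1-si → CoCl_2_/Sp1-si was 2.66 for VEGFA, -0.0022 for CXCL8, -0.060 for the Table S1 probes on all 4 arrays, 1.89 for the HRE-dependent list, 0.052 for the NFkB list, 0.60 for the immediate early list and 0.22 for the Table S2 genes. Sp1-si/NS-si was -2.50 for SP1 and 0.59 for the interferon list. Sp1-si → CoCl_2_/NS-si → CoCl_2_ was -2.64 for SP1. The value of Sp1-si → CoCl_2_/Sp1-si minus NS-si → CoCl_2_/NS-si was 0.44 for VEGFA, -0.96 for HMOX1, -0.97 for KLF6, -2.25 for JUN, 0.36 for GAPDH, -0.67 for TGFB2, -0.60 for CXCL8, -0.90 for the Table S1 probes on all 4 arrays, -0.29 for the interferon list and -0.067 for the Table S2 genes. There, 693 probes were raised by CoCl_2_ in NS-si cells, 585 probes were raised by CoCl_2_ in Sp1-si cells, 129 probes were raised in NS-si and lower in Sp1-si → CoCl_2_ cells, 65 probes were raised in Sp1-si and lower in NS-si → CoCl_2_ cells, 815 probes were lower in Sp1-si cells without CoCl_2_ and 879 probes were higher in Sp1-si cells without CoCl_2_. There, 38 rows of Table S1 kept to its limits. Of the 562 probes, 128 were shared. Among the genes named for extreme ratios, normexp moved the difference of the CoCl_2_ ratios to -1.47 for APOL3 (A_24_P416997), -1.04 for MIDN (A_24_P912204), -1.63 for SYN1 (A_23_P33847), -1.37 for LRRC2 (A_23_P155463), 0.80 for REXO1 (A_32_P390781), 0.71 for PAX3 (A_24_P362595) and 0.46 for SOX5 (A_24_P27234). It moved NS-si → CoCl_2_/NS-si to 2.89 for HSPA6, 1.84 for STC2, 1.66 for SCAND2P, 2.04 for SPDYA and 1.11 for APOL3, and Sp1-si/NS-si to 3.6 for LEF1, 3.01 for IDO1, 3.06 for MMP26, 3.07 for SP5 and -2.17 for AKR1B10. With the mean over all probes of a gene, NS-si → CoCl_2_/NS-si was 2.18 for VEGFA, 1.01 for KLF6, -0.39 for the interferon list and 1.44 for the metallothionein list. Sp1-si → CoCl_2_/NS-si was 0.57 for VEGFA, 0.59 for KLF6 and -0.46 for TGFB2. Sp1-si → CoCl_2_/Sp1-si was 2.30 for VEGFA, 0.44 for KLF6, -0.86 for TGFB2, 1.99 for the HRE-dependent list, 0.40 for the NRF2 list, -0.24 for the interferon list, 2.93 for the metallothionein list and 0.44 for the Table S2 genes. Sp1-si → CoCl_2_/NS-si → CoCl_2_ was -4.08 for SP1. Sp1-si → CoCl_2_/Sp1-si minus NS-si → CoCl_2_/NS-si was 0.11 for VEGFA, -0.57 for KLF6, -2.09 for TGFB2 and -0.068 for the immediate early list.

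With a threshold of 1.5-fold, 4328 probes were raised by CoCl_2_ in NS-si cells, 3447 probes were raised by CoCl_2_ in Sp1-si cells, 1841 probes were raised in NS-si and lower in Sp1-si → CoCl_2_ cells, 1043 probes were raised in Sp1-si and lower in NS-si → CoCl_2_ cells, 4625 probes were lower in Sp1-si cells without CoCl_2_ and 4519 probes were higher in Sp1-si cells without CoCl_2_. With a log2 threshold of 2, 385 probes were raised by CoCl_2_ in NS-si cells, 295 probes were raised by CoCl_2_ in Sp1-si cells, 147 probes were raised in NS-si and lower in Sp1-si → CoCl_2_ cells, 80 probes were raised in Sp1-si and lower in NS-si → CoCl_2_ cells, 459 probes were lower in Sp1-si cells without CoCl_2_ and 472 probes were higher in Sp1-si cells without CoCl_2_. Without the filter on detection, Sp1-si → CoCl_2_/Sp1-si was 1.83 for the HRE-dependent list, 0.062 for the NFkB list and 0.95 for the immediate early list. Sp1-si/NS-si was 0.025 for the Table S2 genes. There, 895 probes were raised in NS-si and lower in Sp1-si → CoCl_2_ cells. Over only the probes well above background on all 4 arrays, Sp1-si → CoCl_2_/Sp1-si was -0.11 for the interferon list. There, 245 probes were raised in NS-si and lower in Sp1-si → CoCl_2_ cells and 142 probes were raised in Sp1-si and lower in NS-si → CoCl_2_ cells. With a floor on dim signals, Sp1-si → CoCl_2_/Sp1-si was 1.83 for the HRE-dependent list. Sp1-si/NS-si was 0.019 for the Table S2 genes. There, 144 rows of Table S1 kept to its limits. With the limits of 1.2 and 0.6 of Table S1 on the scaled probe averages, without its limit on Sp1/NS, 425 probes were raised in NS-si and not in Sp1-si cells and 196 the other way round. A higher threshold or a stricter filter can only lower a count. Each spot taken on its own on the authors' scale left all 237 rows within the limits.

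Signal over background limits the dim probes. Of 41000 probes, 7326 were not well above background on any array, and for the dimmest 53 of the 10-spot probes the SD of the difference of the CoCl_2_ ratios was 0.48 at the median, against 0.032 for the brightest 53.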

Differences from the paper's values

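The use of normexp on the median signals and of single spots was chosen only after the results were seen. Of 43 values compared, 8 differ by more than the tolerance, which is the larger of the spread between spots and the median difference between the authors' scale and the 75th percentile scale, plus 0.1 for bars. The 4 differences from Table S1 exceed the tolerance by less than the rounding of the paper's values to 2 decimals. With an allowance for that rounding, which was tried after the values were seen and not kept, these 4 would not count as differences.

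For VEGF, the paper's bar for Sp1-si → CoCl_2_/NS-si is about 2.1 in Figure 1b, read by eye, and the value here is 1.05. For GAPDH, the paper's bars in Figure 1b, read by eye, are about 2.9 for NS-si → CoCl_2_/NS-si, about 0.3 for Sp1-si → CoCl_2_/NS-si and about 0.4 for Sp1-si → CoCl_2_/Sp1-si, and the values here are 0.55, 0.63 and 0.88. For GAPDHS, a separate gene, the paper's Table S1 gives 2.93, 0.27 and 0.35 for the same ratios. The GAPDH bars match these GAPDHS values within the reading error of 0.1. Which of the genes the bars show was not determined, so the GAPDH differences need not concern the same transcript. The 4 differences for VEGF and GAPDH remain under every alternative set before the data were examined that gives the value, and under normexp.

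For KLF6, the paper's NS-si → CoCl_2_/NS-si in Table S1 is 1.51 and the value here is 1.59. There is no difference under quantile normalization, the percentile over probes well above background on all 4 arrays and the authors' value table, nor under normexp, which was chosen after seeing the values. It remains under median scaling, no scaling, the floor, outlier spots kept and the mean over probes. For JUN, the paper's Sp1-si/NS-si in Table S1 has a median of 0.38 over its rows and the value here is 0.34. There is no difference under quantile normalization, median scaling and the authors' value table, and it remains under no scaling, the percentile over probes on all 4 arrays, the floor and outlier spots kept.

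Over the Table S1 rows well above background on all 4 arrays, the paper's median NS-si → CoCl_2_/NS-si is 1.46 and the value here is 1.53. Quantile normalization, the percentile over probes on all 4 arrays and the authors' value table give no difference, and median scaling, no scaling, the floor and outlier spots kept do. The paper's median Sp1-si → CoCl_2_/Sp1-si over these rows is 0.16 and the value here is 0.21. The percentile over probes on all 4 arrays, the authors' value table and the floor give no difference, whereas quantile normalization, median scaling, no scaling and outlier spots kept do.

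The paper shows ICAM1 as raised by CoCl_2_ in NS-si cells, and more so than in Sp1-si cells. Here its probe was not well above background on any array. With 1 spot of the 10 taken on its own on the authors' scale, a setting chosen after seeing the values, the ratio of NS-si → CoCl_2_ to NS-si was 2.13 for ICAM1. The paper also places GAPDH among the genes with lower induction after Sp1 silencing. For the GAPDH probe, the difference of the CoCl_2_ ratios here was 0.34, not negative under any setting run. The paper's bars match GAPDHS instead, as given above.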

Other observations

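The tests of a single bright spot for ICAM1, of cells not exposed to CoCl_2_, and of a stronger exposure were chosen only after the results were seen, and the test of NFE2L2 after those of the NRF2 target genes but before its own.

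In Table S1, 52 rows have Sp1/NS, Sp1,CoCl2/NS and Sp1,CoCl2/Sp1 ratios that each lie within 0.05 of -0.08, 0.26 and 0.34, values read from the table. Signals at the background on the arrays other than NS-si → CoCl_2_ are a candidate explanation, since 98.08% of these rows (51) were well above background on that array only.

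On the NS-si → CoCl_2_ array, 416 spots were well above background there alone, against 325 on NS-si, 493 on Sp1-si and 155 on Sp1-si → CoCl_2_. A small local defect is argued against by a median nearest-neighbour distance of 5.0 spots, within the 4.47 to 5.39 of random spots. This distance was taken over all 416 spots, not over the rows of Table S1. It cannot show a defect spread over a wide region, which stays open. Chance bright spots cannot be told apart from a response, since the number was 0.844 of the largest on another array. Induction of the transcript may account for part of them. The 73 other probes of 55 of these genes had a median NS-si → CoCl_2_/NS-si of 0.29, against 0.051 for random sets matched on signal, at percentile 99.99.

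For ICAM1, a single bright spot of the 10 is a candidate explanation of the ratios in Figure 1b. Of the other 9 spots of the probe, 0 had a ratio of at least 1.2. Spots this close to the background cannot show whether the transcript changed.

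Cells of the Sp1-si → CoCl_2_ array that were not exposed to CoCl_2_ are argued against, since the HRE-dependent genes rose there to a median at percentile 100.0 of random lists. Without CoCl_2_ these genes had a median Sp1-si/NS-si of -0.17, and under CoCl_2_ the median of Sp1-si to NS-si cells was 0.13.

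The NRF2 target genes (15 of 16 measured) were lower in Sp1-si cells without CoCl_2_, with a median of -1.46 at percentile 0.0 of random lists, and -1.02 with CoCl_2_. A lower NFE2L2 transcript, which encodes NRF2, was tested and is argued against as the whole cause, since NFE2L2 changed by -0.30 and the test required at most -1. This small loss was not excluded as part of the cause. The activity of the protein was not measured. CoCl_2_ raised the list by 0.45 in NS-si and 0.62 in Sp1-si cells.

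The metallothionein genes (10 of 10) rose by a median of 1.76 in NS-si and 3.25 in Sp1-si cells, and the difference of 1.46 lay at percentile 100 of random lists. A stronger CoCl_2_ exposure of the Sp1-si cells cannot be told apart from an effect of Sp1 loss. The immediate early genes, whose difference lay at percentile 2.85, go against it by the prediction written for the test, and the HRE-dependent genes go with it. The exposure was left open on this ground only after the value was seen. The immediate early list holds JUN and KLF6, which the paper picked from these arrays. The metallothionein transcripts are close paralogs, so their probes need not be separate measurements.

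The immediate early genes (20 of 22) rose by a median of 1.33 in NS-si and 0.71 in Sp1-si cells, with a difference of -0.15 that became 0.30 without scaling. The NFkB target genes (17 of 20) had a median of 0.07 in NS-si cells, which became -0.15 without scaling, and a difference of -0.32, which became 0.13. The ATF4 and unfolded protein response genes (16) had a median of 0.32 in NS-si and 0.16 in Sp1-si cells, with a difference of -0.07 that became 0.39 without scaling. The interferon-stimulated genes (17 of 19) were higher in Sp1-si cells without CoCl_2_ by a median of 0.89. CoCl_2_ changed them by -0.14 in NS-si cells and by -0.43 in Sp1-si cells, the latter -0.20 without scaling and -0.11 over probes well above background on all 4 arrays, with a difference of -0.07 that became 0.39 without scaling. The genes of Table S2 (223 of 289) had a median of 0.41 in NS-si and 0.36 in Sp1-si cells, with a difference of -0.01 that became 0.45 without scaling.

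Without CoCl_2_, 2107 probes were lower and 2079 higher in Sp1-si than in NS-si cells by at least 1. HIF1A was higher in Sp1-si cells by 0.65 and ARNT by 0.29, and EPAS1 was at -0.48. CoCl_2_ changed HIF1A by -0.29 in NS-si cells. SLC2A1 rose by 1.24 in NS-si and 0.32 in Sp1-si cells, where its level without CoCl_2_ was already higher by 0.84. Under CoCl_2_ itself, SLC2A1 in Sp1-si cells relative to NS-si cells was at -0.07, which became 0.32 without scaling. F7, a dim probe with a typical SD of 0.31, was at 0.74 in NS-si and -0.47 in Sp1-si cells. The other F7 probe was at 0.35 in NS-si cells and not well above background in Sp1-si → CoCl_2_ cells. The TNF probes were higher in Sp1-si cells by 1.33 and 0.29. RELA rose by 0.72 in NS-si cells by its brightest probe and by 0.14 by the other, and MTOR was at 0.08, which became -0.14 without scaling.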
